# TGF-β1/SMAD3-mediated Non-canonical Hedgehog Signaling Promotes Pancreatic Stellate Cell Activation and Fibrosis in Chronic Pancreatitis

**DOI:** 10.7150/ijbs.108149

**Published:** 2025-10-27

**Authors:** Linrui Peng, Yuchen Hu, Xiaoying Zhang, Chunlu Tan, Chan Yang, Tingting Liu, Pawel E Ferdek, Shufen Yin, Liu Wang, Wei Huang, Yuwei Zhang

**Keywords:** chronic pancreatitis, pancreatic stellate cell, Hedgehog signaling, GLI2, SMO, TGF-β1

## Abstract

Excessive Hedgehog (Hh) signaling activity contributes to fibrosis in multiple organs. However, its role in pancreatic stellate cell (PSC) activation and fibrosis development during chronic pancreatitis (CP) remains elusive. We show that GLI2 is one of the top-ranked effectors in the pancreas of CP patients and is highly expressed in activated PSCs. PSC-specific deletion of *Gli2*, but not* Smo*, significantly reduces fibrosis and the severity of the mouse CP, indicating that GLI2 in PSCs can be driven by non-canonical fashion during CP. In culture-activated primary PSCs, early nuclear translocation and increased GLI2 expression are observed promptly following in vitro culture. Whereas GLI2 inhibition reduces PSC activation, SMO inhibition dose not consistently affect changes in GLI2 levels or PSC activation. TGF-β1 promotes GLI2 activation and expression, while these processes and resultant PSC activation are reversed by TGF-β1/SMAD3 inhibition. Altogether, these findings demonstrate the activation of the non-canonical Hh pathway in PSCs during CP and highlight that GLI2 represents a promising therapeutic target for CP.

## Introduction

Chronic pancreatitis (CP) is a progressive inflammatory disease characterized by repeated episodes of acute pancreatitis and persistent inflammation, resulting in extensive fibrosis and impaired pancreatic function.^1^, ^2^ Pancreatic fibrosis is the key pathological hallmark of CP and plays a critical role in its pathogenesis, disease progression, and response to therapy.^3^, ^4^ Once fibrosis is established, the restoration of pancreatic function is limited, rendering the condition irreversible.^5^ Monitoring pancreatic fibrosis progression remains challenging and no effective treatments currently exist to reduce or reverse fibrosis.^6^

Activated pancreatic stellate cells (aPSCs) play a central role in pancreatic fibrosis, producing substantial amounts of extracellular matrix (ECM) components following prolonged exposure to various stimuli.^7^, ^8^ aPSCs originate from quiescent PSCs (qPSCs) through a phenotype change, during which the cells transit from a quiescent, lipogenic state to a fibrogenic and proliferative phenotype.^9^, ^10^ So far, significant progress has been made in understanding the injury-initiated mechanisms that drive PSC activation,^11^-^13^ but key master regulators ultimately regulate PSC fate and related mechanism are yet to be identified and elucidated.

Emerging evidence indicates that Hedgehog (Hh) signaling—a key developmental pathway—also drives a variety of fibrotic diseases.^14^-^17^ In the canonical Hh pathway, Hh ligands (Indian, Sonic, or Desert Hh) bind to the Patched (PTCH) receptor, relieving its inhibition of Smoothened (SMO).^18^ Activated SMO then rapidly accumulates in the primary cilium and launches an intracellular cascade that promotes the activation of GLI transcription factors; the resulting GLI activators translocate into nucleus to drive the expression of Hh target genes. Beyond this canonical ligand-SMO-GLI cascade, there are 3 types of non-canonical Hh signaling pathways operating independently of at least one canonical component. These include PTCH-mediated effects that occur independently of SMO and GLI, SMO-mediated signaling independent of GLI, and direct GLI activation driven by alternative signaling pathways such as the transforming growth factor β / Small Worm and Mothers Against Decapentaplegic (TGF-β/SMAD) signaling.^19^, ^20^ Multiple Hh components, including SMO, PTCH1, and GLI1, are elevated in pancreatic samples from CP patients and animal models,^21^-^23^ and Hh ligands overexpression leads to pancreatic fibrosis in transgenic zebrafish.^24^ Similarly, PSCs can be activated by Sonic Hedgehog (SHH) secreted from pancreatic cancer cells, contributing to perineural invasion and abdominal pain in pancreatic ductal adenocarcinoma (PDAC).^25^, ^26^ Canonical Hh inhibition by SMO inhibitors has failed to show clinical benefit for PDAC patients, highlighting a potential role for non-canonical Hh activation in the pancreas.^27^, ^28^ However, the role of Hh signaling in fibrosis and PSC activation in CP remains rarely explored, and a systematic analysis of canonical versus non-canonical Hh signaling in CP carries significant weight for determining potential therapeutic targets for treating pancreatic fibrosis in CP.

In the present study, we identified GLI2 as the key component of Hh signaling that contributes to pancreatic fibrosis and PSC activation during CP. Although both GLI2 and SMO levels were elevated in aPSCs from CP patients and animal models, only the specific deletion of *Gli2* in PSCs alleviated fibrosis, underscoring the role of non-canonical Hh signaling in fibrosis development during CP. We further demonstrated that non-canonical GLI2 expression and activity occur in response to TGF-β1 signaling, mediated by phosphorylation of SMAD3. These findings indicate that GLI2 plays a critical role in PSC activation, with significant implications for fibrosis development in CP.

## Materials and Methods

### Human specimens

Human pancreas specimens were collected from West China Hospital of Sichuan University. The CP patients exhibited typical clinical features of CP, and the diagnosis was confirmed by computed tomography scans and ultrasound (n = 4). Normal pancreatic tissue specimens were obtained from areas adjacent to duodenal neuroendocrine tumors, at least 2 cm away from the tumor margin (n = 4). This study was approved by the institutional Research Ethics Committee of West China Hospital (No. 2024-933), and all participants signed informed consent prior to their inclusion in the study.

### Reprocessing of SnRNA-Seq and mRNA microarray datasets

We uesd the published pancreatic single-cell data from Tosti and colleagues to explore the expression of Hh signaling in normal and fibrotic human pancreas.^29^ We first used the FindIntegrationAnchors and IntegrateData functions in Seurat (v.4.3.0.1) to remove batch effects from the normal human pancreas (hNP) and CP (hCP) samples and visualized the results of tSNE dimensionality reduction clustering, using the original authors' cell subtype annotations. We visualized differences in gene expression across different cell subtypes using the DotPlot function, averaged gene expression for different type of pancreatic cells using AverageExpression, and plotted heatmaps with the pheatmap package. We also used microarray data Barrera and colleagues to create heatmaps of different types of PSCs in R using the pheatmap package.^30^

### Mice

*Pdgfrb-CreERT2* mice were purchased from the Jackson Laboratory (030201, USA). *Smo*^fl/fl^ and* tdTomato* mice were purchased from the Shanghai Model Organisms Center, Inc. (NM-CKO-200221, NM-KI-225042, China). *Gli2*^fl/fl^ mice were kindly provided by Prof. Lifang Jin (Shaoxing University, China). *Gli2*^fl/fl^*:Pdgfrb-CreERT2* (*Gli2*^△PSC^) or* Smo*^fl/fl^*:Pdgfrb-CreERT2* (*Smo*^△PSC^) mice were generated by crossing *Gli2*^fl/fl^ or *Smo*^fl/fl^ mice with *Pdgfrb-CreERT2* mice. *tdTomato:Pdgfrb-CreERT2* mice were generated by crossing *tdTomato* mice with *Pdgfrb-CreERT2* mice. *C57BL/6J* mice were purchased from the the GemPharmatech Inc. (N000013, China). To generate specific deletion of *Gli2* or *Smo* in PSCs, 4-week-old *Gli2*^fl/fl^, *Gli2*^△PSC^, *Smo*^fl/fl^, *Smo*^△PSC^ mice were intraperitoneally injected with tamoxifen at a dose of 100 mg/kg body weight for 5 consecutive days. Male mice, aged 4 to 10 weeks, were used for the experiments, and were housed under specific pathogen-free conditions. All animal experiments were approved by the Animal Care and Use Committee of Sichuan University (No. 20220624002) and conducted in accordance with the National Institutes of Health's Guide for the Care and Use of Laboratory Animals.

### Bulk RNA-seq analysis

Total RNA was extracted from primary PSCs using TRIzol Reagent (Invitrogen, USA) and subsequently digested with DNaseI. RNA purity and integrity were assessed using a NanodropTM OneCspectrophotometer (Thermo Fisher Scientific, USA) and 1.5% agarose gel electrophoresis, respectively. Quantification was performed with a Qubit 3.0 using a QubitTM RNA Broad Range Assay kit (Life Technologies, China). For library preparation, 2 μg of RNA was processed using the KC-DigitalTM Stranded mRNA Library Prep Kit for Illumina® (Wuhan Seqhealth Co., Ltd., China), which employs an 8-base unique molecular identifier to reduce duplication of polymerase chain reaction (PCR). The resulting 200-500 bp library fragments were sequenced on an Illumina Novaseq 6000 using the PE150 model.

Sequencing data were initially refined by Trimmomatic to remove low-quality and adaptor-contaminated reads, with further deduplication via in-house scripts using unique molecular identifier sequences for clustering. Following pairwise alignment within clusters, reads with over 95% sequence identity were regrouped and realigned to derive consensus sequences, eliminating PCR and sequencing biases.

These de-duplicated sequences were analyzed via standard RNA-seq methods, aligning to the mouse reference genome (GRCm38) using STAR and quantifying gene expression with featureCounts. Differential expression analysis was conducted with edgeR, using a p-value and fold-change threshold of 0.05 and 2, respectively. Gene ontology (GO) enrichment analyses were carried out with KEGG Orthology Based Annotation System, and alternative splicing was examined using replicate multivariate analysis of transcript splicing, both with a stringent false discovery rate cutoff of 0.05.

### CP animal model

One week after tamoxifen injection, the 7-week-old mice received 5 hourly intraperitoneal injections of 100 µg/kg cerulein (Tocris, UK) 3 days per week for a total of 4 weeks to induce CP model.^11^ Mice were sacrificed 3 days after the final cerulein injection. Pancreatic tissue samples were weighed, collected, and prepared for histological and quantitative real-time PCR (RT-qPCR) analyses.

### PSCs isolation and treatment

Primary PSCs were isolated from the pancreas of wild-type or genetically modified mice, following previously described methods.^31^ Briefly, pancreatic tissues were harvested and digested in a solution containing 1.3 mg/mL collagenase P (Roche, Switzerland), 0.01 mg/mL deoxyribonuclease (Roche, Switzerland), and 1 mg/mL protease (Sigma, USA) for 15 mins, then filtered through a 100 µm mesh. After centrifugation, PSCs were purified using 28.7% Nycodenz (Nycomed Pharma, USA) and resuspended in Dulbecco's modified Eagle medium (DMEM)/F12 medium (Gibco, USA) supplemented with 10% fetal bovine serum (FBS; Sigma, USA). Primary PSCs were cultured in DMEM/F12 medium containing 10% FBS, 100 U/mL penicillin, 100 µg/mL streptomycin, and 4 mM L-glutamine, with media changes every 2 days.

After 6 hours of in vitro culture, qPSCs were treated with 10 μM Sonidegib (MCE, USA), 5 μM SIS3 (MCE, USA) or 1 ng/mL TGF-β1 (Preprotech, USA) for 12 h. On the 3^rd^ day of in vitro culture, aPSCs were treated with GANT61 (MCE, USA), 10 μM Sonidegib, 5 μM SIS3 or 1 ng/mL TGF-β1 for 2-4 days. To prove the co-localization of GLI2 and p-SMAD3, primary PSCs were stimulated with 10 ng/mL TGF-β1 for 48 h.

### Lentiviral infection

Lentivirus encoding *Gli2* or *Smo* small interfering RNA (siRNA) were added to the day 3 PSC culture at a multiplicity of infection of 30. PSCs were treated with the lentivirus for 16 hours. 3 days after lentiviral infection, PSCs were harvested for RT-qPCR or immunofluorescence analysis.

### Immunocytochemistry stanning and analysis

After cells were cultured in confocal dishes or 8-well chambers, they were fixed, permeabilized, and blocked. The cells were then incubated overnight at 4°C with primary antibodies at the following concentrations: SMO (1:200, Abcam, ab236465), GLI2 (1:250, Proteintech, 18989-1-AP), GLI1 (1:250, Abcam, ab217326), PTCH2 (1:500, Boster, BA3827-2), ARL13B (1:200, Proteintech, 17711-1-AP), α-SMA (1:250, Sigma, A2547), and Vimentin (1:250, Abcam, ab92547). After washing off the primary antibodies, the cells were labeled with secondary antibodies: Alexa Fluor 488 (1:500, Thermo Fisher, A-11034) or Alexa Fluor 594 (1:500, Thermo Fisher, A21203). Slides were then mounted using a DAPI-containing mounting medium (Sigma, USA).

Images of immunofluorescence-stained cells were captured using a white light confocal microscope (Leica, Germany). The fluorescence parameters set for positive groups were used for capturing images of all subsequent groups stained with the same markers. The 'colocalization' feature in Image*J* software was used to analyze the percentage of colocalization across different channels, including the calculation of the proportion of GLI2 localized in the nucleus and the Pearson's correlation coefficient for GLI2 and p-SMAD3 colocalization. The Pearson's correlation coefficient ranges from -1 to 1, with 0 indicating no colocalization and 1 representing complete colocalization.

### RT-qPCR analysis

Total RNA was isolated from cells or tissues using Trizol reagent (Invitrogen) and complementary DNA (cDNA) was subsequently synthesized by reverse transcription using HiScript III RT SuperMix (Vazyme Biotech, China). RT-qPCR was conducted using the ABI QuantStudio Q6 instrument (ThermoFisher, USA). The relative expression of target genes was calculated using the 2^-ΔΔCt^ method, and data are presented as fold-change relative to the control group. The primers used for RT-qPCR are listed in Supporting Table S1.

### Western blot analysis

Western blot was conducted using established protocols.^32^ Proteins from PSCs were lysed in lysis buffer, and equal protein amounts were subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis for separation. Proteins were then transferred onto polyvinylidene difluoride membranes. The membranes were blocked, incubated with antibodies, and the protein bands were visualized. Antibodies used included β-actin (1:10000, Abcam, A1978), Tubulin (1:7500, Proteintech, 66031), GLI2 (1:500, Abcam, ab187386), GLI1 (1:500, Abcam, ab217326), SMO (1:800, Abcam, ab236465), SMAD3 (1:1000, Abcam, ab40854), and p-SMAD3 (1:1000, Santa Cruz, sc-517575). Protein bands were quantified using Image J software and normalized against β-actin or tubulin.

### Co-immunoprecipitation

For co-immunoprecipitation (Co-IP) of endogenous GLI2 and p-SMAD3, primary PSCs were seeded on 10 cm plates and cultured to 70% confluency. Cells were then stimulated with 10 ng/mL TGF-β1 for 48 hours, harvested, and lysed in ice-cold IP buffer (Beyotime, China) containing protease and phosphatase inhibitors (Thermo Fisher, USA). Following centrifugation at 12,000 g for 10 mins at 4°C, the supernatant was collected, and protein concentration was quantified. Total protein of 800 μg per IP reaction was incubated with GLI2 antibody (CST, 18773S) or normal Rabbit IgG (CST, 2729S) overnight on a vertical rotator at 4°C. According to the manufacturer's instructions for the Pierce™ Classic Magnetic IP/Co-IP Kit (Thermo Fisher, USA), the mixture of sample protein and antibody was incubated with 30 µL of pre-washed protein A/G magnetic beads for 1 hour on a vertical rotator at room temperature. After four consecutive washes, the mixture was separated from the protein A/G magnetic beads by a low-pH elution buffer, neutralized with a neutralization buffer, and subsequently analyzed via western blot as previously described.

### Histologic, immunohistochemistry, and immunofluorescence staining and analysis of pancreatic sections

For histologic analysis, pancreatic tissues were fixed in 4% (w/v) paraformaldehyde and embedded in paraffin to and then cut into 3-mm sections. Sections were subjected to hematoxylin and eosin staining (H&E) staining or Masson's trichrome staining and immunohistochemistry stanning for collagen type 1 alpha 1 *(*COL1A1, 1:100, CST, 91144). Pancreatic H&E-, Masson-and COL1A1-stained sections were fully scanned by OLYMPUS VS200 Slide Scanner (OLYMPUS, Japan), and graphically stitched using slide scanner. For each pancreatic sample, five 4x magnified images were randomly captured, and the fibrosis area in Masson stanning was calculated for each image. The average fibrosis area from the five images was taken as the fibrosis area for that sample. The Masson Trichrome channel in the Color Deconvolution feature of Image*J* software was used to decompose the Masson-stained images, and the expression area and proportion of the fibrotic components were calculated.

For pathological scoring of each pancreatic sample, five 4x magnified images were randomly captured, and each image was given a pathological score. The average pathological score of the five images was considered as the pathological score for that sample. The pancreatic H&E pathological scoring was based on the degree of acinar structure atrophy, inflammatory infiltration, pseudoductal complex formation, and the extent of fibrosis.^33^ The first three pathological indicators are scored as follows: 0 points for none, 1 point for mild, 2 points for moderate, and 3 points for severe conditions. For fibrosis, the fibrotic area is first calculated based on Masson's trichrome-stained images, with 0 points for no fibrosis, 1 point if the fibrotic area is < 10%, 2 points if < 20%, and 3 points if < 30%.

Pancreatic tissue sections were stained with primary antibodies as follows: SMO (1:200, Abcam, ab236465), GLI2 (1:200, Proteintech, 18989-1-AP), α-SMA (1:250, Sigma, A2547), and Vimentin (1:250, Abcam, ab92547). Subsequently, these antibodies were labeled with Alexa Fluor 488 (1:500, Thermo Fisher, A-11034) or Alexa Fluor 568 (1:500, Thermo Fisher, A-11011). Images of tissue immunofluorescence-stained sections were captured using a white light confocal microscope (Leica, Germany). Initially, images of CP samples were collected using a 40x objective lens and the parameters were adjusted. The laser intensity and gain for each fluorescence channel were adjusted to ensure the fluorescence was not overexposed, with priority given to adjusting the fluorescence gain to avoid quenching. The fluorescence parameters set for the CP group were used for capturing images of all subsequent sections stained with the same markers. During the capturing process, the microscope's 'zoom in' function was used to magnify and capture images of the target areas. The 'colocalization' feature in Image*J* software was used to analyze the percentage of colocalization across different channels.

### Statistical analysis

Data are presented as mean ± standard error of the mean (SEM). For comparisons between two groups, statistical significance was assessed using a two-tailed Student's t-test. For comparisons among multiple groups, ANOVA followed by a Bonferroni post-hoc test was employed. A p-value less than 0.05 was considered significant for all tests. Specific details about each test, including the p-value and the number of samples analyzed, are included in the figure legends or directly on the figures. All analyses were carried out using Prism Software Version 9.5.0 (GraphPad).

## Results

### GLI2 in PSCs is a key component of Hh signaling in CP

Previous studies have shown increased expression of Hh signaling components in pancreatic tissues from patients and animal models of CP.^21^-^23^ However, the cellular source of these Hh components within the pancreas during CP remains unclear. To investigate the expression of the Hh pathway components in different cell types of the pancreas, we analyzed the single-nucleus RNA sequencing (snRNA-seq) data from hNP (n = 6) and hCP (n = 2) samples (**Figure 1A**).^29^ A total of 2,700 cells from hCP samples and 113,000 cells from hNP samples were clustered, respectively (**Figure 1B**). As shown in the dot plot (**Figure 1C**), Hh signaling components were found to be increased in a number of pancreatic cell types in the hCP samples. Notably, the transcription factor *GLI2* was dramatically upregulated at the mRNA level, particularly in PSCs in CP, while remaining low in other cell types. In addition, *SMO* expression was the most pronounced in PSCs within the CP samples, although its levels were not as elevated as those of *GLI2*. We further examined the mRNA levels of Hh pathway components in PSCs at different activation states. Compared to qPSCs, aPSCs showed slight increases in *GLI1*, *PTCH1*, and *HHIP* expression, with a marked increase in *GLI2* and a decrease in *SMO* expression (**Figure 1D**).

We next analyzed the microarray data to examine the mRNA profiles of PSCs from different sources.^30^ These included PSCs from adjacent normal non-fibrotic pancreatic tissue of neuroendocrine tumor patients (aPSC-hNP), fibrotic pancreatic tissues from CP patients (aPSC-hCP), and commercially available human primary normal PSCs cultured in low serum medium (PSC-LSM) or complete medium (PSC-HSM), respectively (**Figure 1E**). The aPSC-hCP cells were shown to be the most activated among the PSC types, as evidenced by the highest expression levels of smooth muscle alpha-actin 2 (*ACTA2*) and the lowest expression of peroxisome proliferator-activated receptor gamma (*PPARγ*); in contrast, PSC-LSM cells exhibited the lowest activation levels among the four types of PSCs (**Figure 1F**). Further analysis revealed that *GLI2* had the highest expression levels among the Hh receptors and transcription factors, and its expression correlated with the degree of PSC activation. Conversely, the expression levels of *GLI1*, *SMO*, *PTCH1*, and* PTCH2* remained consistent across all 4 types of PSCs (**Figure 1G**).

Given the markedly increased expressions of *SMO* and *GLI2* in PSCs during CP and their respective importance in meditating Hh signaling, we further validated the expression of these proteins within PSCs. Pancreatic tissues from human and experimental CP samples exhibited typical morphological changes, manifesting as extensive pancreatic fibrosis and extensive parenchymal atrophy (**Figure S1A-B**). In accordance with the snRNA-seq data, immunofluorescence imaging showed that the proportion of GLI2- and SMO-expressing PSCs in hCP was significantly elevated compared to hNP samples. Notably, the level of GLI2 expression was approximately 3 times higher than that of SMO (**Figure 1H-J**). This specific pattern of GLI2 and SMO expression in PSCs was further replicated in a mouse CP model (**Figure S1C**).

### PSC-specific deletion of* Gli2* alleviates fibrosis and severity of CP

To investigate the role of GLI2 in PSC activation and fibrosis during CP, we generated PSC-specific *Gli2* knock-out mice and assessed the effects of *Gli2* deletion in PSCs on CP progression. Based on previous findings from snRNA-seq data of hNP and hCP samples, platelet-derived growth factor receptor beta (PDGFRB) can serve as a marker for both aPSCs and qPSCs in the pancreas.^29^ To conditionally delete *Gli2* expression in PSCs (*Gli2*^△PSC^), we crossed *Gli2*-floxed mice (*Gli2*^fl/fl^) with *Pdgfrb-CreERT2* mice, where* Cre* expression is controlled by the *Pdgfrb* promoter and induced by tamoxifen administration (**Figure 2A**). We first evaluated CRE recombinase expression in primary PSCs isolated from *tdTomato:Pdgfrb-CreERT2* mice, in which CRE-expressing cells were labeled by tdTomato fluorescence (**Figure S2A**). Intraperitoneal tamoxifen administration to adult *tdTomato:Pdgfrb-CreERT2* mice for 5 consecutive days resulted in reproducible labeling of more than 75% of PSCs (**Figure S2B**). Furthermore, *Gli2* deletion was confirmed by immunofluorescence staining of PSCs derived from *Gli2*^△PSC^ and *Gli2*^fl/fl^ mice, showing a reduction in Gli2 protein expression to 27.2 ± 4.0% in *Gli2*^△PSC^ mice compared to and *Gli2*^fl/fl^ controls (**Figure 2B**). In addition, *Gli2* deletion in PSCs significantly reduced PSC activation, as demonstrated by a marked decrease in α-SMA expression in PSCs from *Gli2*^△PSC^ mice (**Figure 2B**).

Following tamoxifen induced *Gli2* deletion, both *Gli2*^fl/fl^ and *Gli2*^△PSC^ mice underwent repeated cerulein injections to induce CP (**Figure 2C**). Specific ablation of* Gli2* in PSCs significantly alleviated pancreatic morphological changes (atrophy, fibrosis, and inflammation) and their corresponding sum histopathological score (**Figure 2D**). These improvements were further validated by Masson's trichrome staining (**Figure 2E**) and COL1A1 staining (**Figure 2F**), and the pancreas weight ratio (**Figure 2G**). Consistently, *Gli2*^△PSC^ mice exhibited lower expression of fibrotic markers compared to the control groups (**Figure 2H**), indicating a markedly reduced fibrotic phenotype. Collectively, our findings suggest that* Gli2* deficiency in PSCs inhibits PSC activation and substantially decreases the development of fibrosis.

### PSC-specific deletion of *Smo* has minimal impact on fibrosis and severity of CP due to unaffected GLI2 expression

We investigated whether the reduction in fibrosis observed with *Gli2* deletion could be replicated by knocking out the upstream regulator *Smo*, thereby supporting a role for canonical Hh signaling. To generate* Smo* deletion in PSCs (*Smo*^△PSC^), *Smo*-floxed mice (*Smo*^fl/fl^) were crossed with *Pdgfrb-CreERT2* mice (**Figure 3A**). The specific ablation of *Smo* in PSCs resulted in a significant reduction in SMO protein levels to 36.66 ± 2.43% compared to *Smo*^fl/fl^ controls (**Figure 3B**). Further, CP was induced in *Smo*^△PSC^, *Smo*^fl/fl^ and *Gli2*^△PSC^ mice over the same period (**Figure 3C**). Interestingly, *Smo* deletion did not significantly affect fibrosis and severity of CP as demonstrated by pancreatic morphological changes (atrophy, inflammation, and fibrosis) and the overall histopathological score (**Figure 3D**), the extent of fibrotic area (**Figure 3E**), and the expression levels of fibrotic markers (**Figure 3F**). These findings were further supported by the observation that *Gli2*^△PSC^ mice exhibited markedly reduced fibrosis and CP severity compared to *Smo*^△PSC^ mice (**Figure S3A-C**). Additionally, immunofluorescence staining for GLI2 indicated that GLI2 expression in PSCs was not significantly altered between* Smo*^△PSC^ mice and* Smo*^fl/fl^ mice with experimentally induced CP (**Figure 3G**).

We identified and confirmed that in PSCs, GLI2 - but not SMO - is essential for pancreatic fibrosis and disease progression in CP. These findings indicate that GLI2 activation can occur independently of SMO. Therefore, we next investigated the role of non-canonical GLI2 activation in PSC activation.

### GLI2 is essential and active in the early stages of PSC activation

We studied culture-activated primary PSCs from wild-type mice to investigate both early and late events during their phenotypic transition. Freshly isolated PSCs were cultured for 7 days, during which they assumed a typical myofibroblast morphology, accompanied by substantial α-SMA expression by day 7 of in vitro culture (**Figure S4A-B**).

GLI2 translocates to the nucleus upon activation, initiating downstream transcriptional programs.^34^ Notably, we observed that GLI2 nuclear translocation occurred at a very early stage of PSC activation - within the first 12 hours of culture (**Figure 4A**). In contrast, the intracellular distribution of SMO and its colocalization with the primary cilium marker ARL13B remained largely unchanged during PSC activation (**Figure S4C-D**). Additionally, the level of GLI2 increased and peaked on day 4, while the level of SMO was constantly unaltered (**Figure 4B**). GLI1, a downstream target of GLI2 and an activator that amplifies the Hh signal,^34^ began to increase on day 2 and peaked on day 4 (**Figure 4B**). Consistent with these observations, the expression levels of *Gli2*, *Smo*, and *Acta2* were all significantly elevated on day 2 (**Figure 4C**). While *Gli2* peaked at day 2 with a greater than 5-fold increase compared to day 0,* Smo* only showed a modest 1.5-fold increase at this time point before declining to less than 0.5-fold thereafter.

To further investigate the role of GLI2 in PSC activation, cells were treated for 4 days with two concentrations of GANT61, a GLI inhibitor that blocks the binding of GLI proteins to their target DNA sequences. Both treatments led to a significant reduction in α-SMA expression (**Figure 4D**), while the expression of GLI2 remains unchanged (**Figure S4E**). Additionally, lentiviral transduction with small interfering RNA (siRNA) targeting* Gli2* (si-*Gli2*) was used to silence GLI2 expression (**Figure 4E**). Treatment with si-*Gli2* significantly reduced α-SMA expression compared to control siRNA (si-Ctrl) treatment (**Figure 4F**).

Collectively, these data suggest that during the early stages of PSC activation, GLI2 undergoes nuclear translocation, accompanied by a dramatical increase in its expression level. Inhibiting GLI2 function results in decreased PSC activation, as indicated by reduced α-SMA expression. In contrast, SMO expression and localization remained unchanged throughout the PSC activation process.

### SMO inhibition is insufficient to affect long-term expression of GLI2 in PSCs

We observed that PSC-specific deletion of *Smo* was not sufficient to alleviate fibrosis and the severity CP. To investigate whether SMO influences GLI2 activation or expression during PSC activation, we evaluated the effects of SMO inhibition as it functions as an upstream regulator of GLI2.^34^ To explore the short-term and long-term effects of SMO inhibition on PSC activation, PSCs at day 0 and day 3 were treated with Sonidegib, a SMO inhibitor, for 12 hours and 4 days representing short-term and long-term treatment regimens, respectively. Both short-term (**Figure 5A**) and long-term (**Figure 5B**) treatments reduced PSC activation, with a significant decline in α-SMA expression. However, only short-term Sonidegib treatment of PSCs at day 0 reduced GLI2 nuclear translocation, while SMO inhibition had minimal impact on GLI2 protein expression. Consistently, the *Gli2* mRNA level remained unchanged after both short-term (**Figure 5C**) or long-term (**Figure 5D**) Sonidegib treatments. Additionally, we silenced *Smo* expression in PSCs at day 7 using lentivirus encoding siRNA targeting *Smo* (si-*Smo*). This approach was similarly insufficient to reduce the expression levels of GLI2 protein (**Figure 5E**) and mRNA (**Figure 5F**). Thus, although short-term pharmacological inhibition of SMO reduced GLI2 nuclear translocation, it failed to sustain this effect during long-term treatment. Furthermore, *Smo* knockdown consistently showed no effect on GLI2 expression.

### TGF-β1/SMAD3 signaling promotes the nuclear translocation and expression of GLI2

The results above suggest that SMO activity alone cannot account for the activation and elevated expression of GLI2 observed during PSC activation. Therefore, we examined the role of the TGF-β1/SMAD3 signaling pathway—a key regulator of fibrosis and a known upstream activator of GLI2 via non-canonical Hh signaling—in modulating GLI2 induction and functional activity in PSCs.^35^-^38^

To evaluate the role of the TGF-β1/SMAD3 signaling on GLI2 activation and expression, day 0 and day 3 PSCs were treated with 1 ng/mL TGF-β1 and 5 μM SIS3, a specific inhibitor of SMAD3, for 12 hours and 3 days. Short-term treatment of PSCs at day 0 with TGF-β1 significantly induced GLI2 nuclear translocation, accompanied by a marked increase in α-SMA expression, although it had minimal effect on GLI2 protein expression levels at day 0 (**Figure 6A**). SMAD3, a downstream transcription factor of TGF-β1, is activated via phosphorylation, and SIS3 inhibits this process by targeting SMAD3 phosphorylation to p-SMAD3.^35^ In day 0 PSCs, SIS3 suppressed GLI2 nuclear translocation but had limited effects on GLI2 and α-SMA expression (**Figure 6B**). While long-term TGF-β1 treatment only minimally affected GLI2 distribution between the cytoplasm and nucleus, it significantly increased the expression of both GLI2 and α-SMA (**Figure 6C**). In contrast, SIS3 reduced GLI2 nuclear translocation and decreased the TGF-β1-induced overexpression of GLI2 and α-SMA (**Figure 6D**). These findings were further supported by Western blot analysis, which showed a significant increase in GLI2 expression following TGF-β1 treatment, an effect reversed by SIS3 (**Figure 6E, 6F and Figure S5A**).

Previous studies have shown that p-SMAD3 can bind GLI2 and promote its nuclear translocation and transcriptional activity. To further explore how TGF-β1/SMAD3 regulates GLI2 activation in PSCs, we performed Co-IP and immunofluorescence assays. Co-IP confirmed a direct interaction between endogenous GLI2 and p-SMAD3 in PSCs following TGF-β1 stimulation (**Figure 6G**). Consistently, immunofluorescence analysis revealed enhanced colocalization of GLI2 and p-SMAD3 upon TGF-β1 treatment (**Figure 6H**).

In addition, we examined whether TGF-β1 influences the expression of other components of the Hh pathway in PSCs. TGF-β1 treatment increased GLI1 mRNA levels and decreased PTCH2 mRNA but did not alter SMO or PTCH1 transcript levels (**Figure S5B**). At the protein level, however, TGF-β1 had no significant effect on the expression of GLI1, SMO, or PTCH2 (**Figure S5C**).

Taken together, these data indicate that GLI2 is activated by the TGF-β1/SMAD3 pathway through both increased expression and nuclear translocation—mechanistically mediated by direct binding of p-SMAD3. These findings support a model in which TGF-β1/SMAD3 promotes Hh pathway activation via a non-canonical route during PSC activation, thereby enhancing fibrogenic responses.

### Gene expression and pathways regulated by GLI2 in PSCs

To elucidate the molecular mechanisms underlying the antifibrotic effects of GLI2, we performed bulk RNA sequencing (RNA-seq) of primary PSCs isolated from *Gli2*^△PSC^ and *Gli2*^fl/fl^ mice. 

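*Gli2* △PSC mice carry floxed *Gli2* alleles and a tamoxifen-inducible Cre recombinase driven by the *Pdgfrb* promoter, and *Gli2* fl/fl mice carry the floxed alleles alone. Mice of both genotypes were given tamoxifen at 100 mg/kg for 5 days. The counts of 3 libraries labelled as *Gli2* knockout and of 3 labelled as wild-type were analyzed, and these groups correspond to the *Gli2* △PSC and *Gli2* fl/fl PSCs of the paper. Each library was prepared from 2 μg of RNA with a stranded mRNA kit that adds an 8-base unique molecular identifier to each fragment, so that PCR copies of a molecule could be collapsed, and both ends were read over 150 nt. The authors trimmed the reads with Trimmomatic, collapsed duplicates with their identifiers, aligned the reads with STAR and counted them per gene with featureCounts. The deposited values are these counts for 56791 gene symbols, without normalization. The counts summed to 40071498, 34684899 and 32870079 in replicates 1, 2 and 3 labelled *Gli2* △PSC, and to 31656187, 35500275 and 27670321 in replicates 1, 2 and 3 labelled *Gli2* fl/fl. The 10 genes with the most counts held from 7.92% to 8.35% of each library. The methods name GRCm38 as the reference genome. Of 48949 symbols found on the same chromosome in the GENCODE M21 annotation of GRCm38, 95.9% had the same length from start to end in the deposited table and 2.70% the same start, so the positions given with the genes are those of GENCODE M21 on GRCm38 and not those of the table.

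Genes with low counts were removed with the default settings of filterByExpr in edgeR, which left 17871 genes. Library sizes were scaled with the TMM method, and expression is given as CPM on this scale. The groups were compared with the two-sided quasi-likelihood test of edgeR, whose p-values were adjusted over all tested genes by the Benjamini-Hochberg method. Pearson's r of log2 CPM across genes ranged from 0.988 to 0.992 between libraries of one group and from 0.940 to 0.966 between libraries of different groups, and the first principal component, which separated the groups, held 77.6% of the variance. Libraries of one group still differed by more than counting noise, with a chi-square per degree of freedom from 3.49 to 18.6, so each was treated as a separate replicate. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.10, and significance therefore rests on the model across genes.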

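The mRNA of the deleted gene was examined first in each library. *Gli2* lies on the minus strand of chromosome 1 from 118834132 to 119053619 (GRCm38). Its level was 5.16, 4.27 and 5.11 CPM in replicates 1, 2 and 3 labelled *Gli2* △PSC, from 145 to 200 counts per library, and 4.19, 3.05 and 3.19 CPM in replicates 1, 2 and 3 labelled *Gli2* fl/fl, from 91 to 136 counts. The means were 4.84 ± 0.501 CPM (SD, n = 3) and 3.48 ± 0.622 CPM (SD, n = 3), a log2 fold change of 0.48 (standard error 0.16, adjusted p = 0.027 from the quasi-likelihood test of edgeR). All 3 libraries labelled *Gli2* △PSC were above all 3 labelled *Gli2* fl/fl (exact permutation test, two-sided, p = 0.10, the smallest that this design allows). *Gli2* mRNA was thus not lower in the libraries labelled *Gli2* △PSC, and each direction reported from these counts follows the labels. The paper reports lower GLI2 protein by staining in PSCs of *Gli2* △PSC mice (Figure 2B), which these counts do not measure. The counts cover the whole gene and do not separate the deleted exons from the others. With each library left out in turn, the log2 fold change ranged from 0.39 to 0.64, and with library size only in place of TMM it was 0.39 (adjusted p = 0.059 in edgeR).

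Among the other components of the Hh pathway, *Ptch1*, on chromosome 13, was at 6.75 ± 0.636 CPM (SD, n = 3) in the libraries labelled *Gli2* △PSC and 4.37 ± 0.944 CPM (SD, n = 3) in those labelled *Gli2* fl/fl, a log2 fold change of 0.63 (standard error 0.16, adjusted p = 0.0066 in edgeR). *Smo* had a log2 fold change of 0.15 (standard error 0.05, adjusted p = 0.023 in edgeR), which fell to 0.06 (adjusted p = 0.30) with library size only. The result for *Smo* was weaker in 6 of 14 processing alternatives, this one included. The difference in *Gli3*, with a log2 fold change of 0.12 (adjusted p = 0.37), lay within the spread between replicates. *Gli1* and *Hhip* had 0 to 6 and 2 to 12 counts per library and were removed by the filter. The smallest level that the depth can show, set at 3 counts, was 0.0774 to 0.105 CPM, and a difference in these genes was not detectable at this depth.

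**Figure D1:**
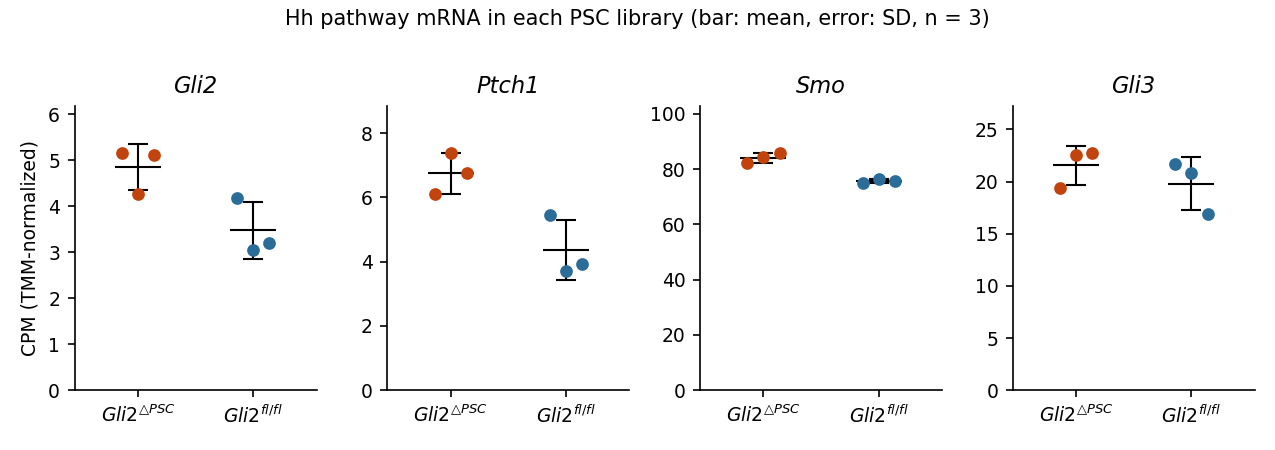
CPM of *Gli2*, *Ptch1*, *Smo* and *Gli3* in each library labelled *Gli2* △PSC or *Gli2* fl/fl. Points are libraries, bars are means and error bars are SD (n = 3), and the 3 *Gli2* values labelled *Gli2* △PSC, from 4.27 to 5.16 CPM, lie above the 3 labelled *Gli2* fl/fl.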

The genetically modified mice received tamoxifen injections prior to PSC isolation, and the cells were cultured in vitro for 4 days, a time point when GLI2 expression peaks (**Figure 7A**). 

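*Pparg*, which encodes the adipogenic transcription factor PPARγ, lies on chromosome 6 from 115360951 to 115490399 (GRCm38). Its level was 13.1 ± 2.37 CPM (SD, n = 3) in the libraries labelled *Gli2* △PSC, in which *Gli2* mRNA was not lower, and 7.19 ± 0.816 CPM (SD, n = 3) in the libraries labelled *Gli2* fl/fl, a log2 fold change of 0.86 (standard error 0.14, adjusted p = 4.6e-04 in edgeR). *Dgat2*, which encodes an enzyme of triglyceride synthesis, lies on chromosome 7 from 99153658 to 99182719. It was measured at 1.66 ± 0.307 CPM (SD, n = 3) and 1.02 ± 0.179 CPM (SD, n = 3), a log2 fold change of 0.70 (standard error 0.24, adjusted p = 0.033 in edgeR). The adjusted p of *Dgat2* was 0.054 with DESeq2 and 0.056 with library size only. Both rises were smaller than a fold change of 2. Of 4 further genes of lipid droplet formation, *Gpat4*, *Dgat1* and *Fitm2* rose by 0.23 to 0.46 on the log2 scale, with adjusted p from 0.0034 to 0.020 in edgeR, and that of *Dgat1* was 0.054 with library size only. *Plin1* rose by 2.06 on the log2 scale (standard error 0.43, adjusted p = 0.0021 in edgeR) from 0.423 ± 0.291 CPM (SD, n = 3). Each of these 6 genes was higher in every library labelled *Gli2* △PSC than in every library labelled *Gli2* fl/fl (exact permutation test, p = 0.10 for each gene, the smallest possible).

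A wider set of 37 lipid storage genes was listed by symbol, and 30 of them were tested. In the libraries labelled *Gli2* △PSC, 16 were lower and 14 were higher, and 12 and 10 of these had an adjusted p below 0.05 in edgeR. The median log2 fold change of the set was -0.04. The counts are of whole cultures, in which 21 leukocyte and macrophage markers were lower, with a median log2 fold change of -2.43. The set therefore does not separate lipid storage genes within PSCs from a change in the mixture of cells. With a fold change of 2 and an unadjusted p of 0.05 as thresholds, 3 of the 30 genes were higher and 2 were lower. The genes past these thresholds, named after their values were seen, were *Plin1*, *Plin4* and *Cebpa* on one side and *Cd36* and *Fabp5*, with log2 fold changes of -1.81 and -1.65, on the other. *Cebpa* was at 16.0, 51.3 and 16.3 CPM in replicates 1, 2 and 3 labelled *Gli2* △PSC, and without replicate 2 labelled *Gli2* △PSC its log2 fold change was 0.59, below a fold change of 2, and that of *Plin4* was 1.24 (adjusted p = 0.052 in edgeR). The odds ratio of the set among higher genes was 1.68 (Fisher's exact test, two-sided, p = 0.43, adjusted p = 0.43 over 6 sets).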

Deletion of *Gli2* preserved the lipid metabolic capacity of PSCs, as evidenced by high expression of adipogenic transcription factors such as *Pparγ* and *Dgat2*. Conversely, fibrotic genes, including *Col1a1* and *Col1a2*, were downregulated in PSCs derived from *Gli2*^△PSC^ mice (**Figure 7B**). These changes in adipogenic and fibrotic gene expression suggest that *Gli2* deletion helps maintain PSCs in a quiescent, lipogenic state, preventing their activation.

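*Col1a1* lies on chromosome 11 from 94936224 to 94953042 and *Col1a2* on chromosome 6 from 4504814 to 4541544 (GRCm38). *Col1a1* was at 5193, 4843 and 4505 CPM in replicates 1, 2 and 3 labelled *Gli2* △PSC and at 4682, 4548 and 4787 CPM in replicates 1, 2 and 3 labelled *Gli2* fl/fl. Its log2 fold change was 0.05 (standard error 0.05, adjusted p = 0.43 in edgeR), and the groups overlapped (exact permutation test, two-sided, p = 0.50). With library size only, the log2 fold change of *Col1a1* was -0.04 (adjusted p = 0.60). *Col1a2* was at 4673 ± 466 CPM (SD, n = 3) in the libraries labelled *Gli2* △PSC, where *Gli2* mRNA was not lower, and 6118 ± 45.6 CPM (SD, n = 3) in those labelled *Gli2* fl/fl. Its log2 fold change of -0.39 (standard error 0.06, adjusted p = 4.3e-04 in edgeR) came with no overlap between the groups. *Mmp2*, on chromosome 8, was at 170 ± 5.50 CPM (SD, n = 3) and 321 ± 16.7 CPM (SD, n = 3), a log2 fold change of -0.91 (standard error 0.05, adjusted p = 3.6e-07). *Acta2*, which encodes α-SMA and lies on chromosome 19 from 34241090 to 34255590, was at 1812 ± 110 CPM (SD, n = 3) in the libraries labelled *Gli2* △PSC and 421 ± 56.9 CPM (SD, n = 3) in those labelled *Gli2* fl/fl. Its log2 fold change was 2.10 (standard error 0.09, adjusted p = 9.8e-08), and with TMM it was the only one of these 4 fibrotic genes to change by a fold change of 2 or more. With library size only, *Mmp2* passed it as well.

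**Figure D2:**
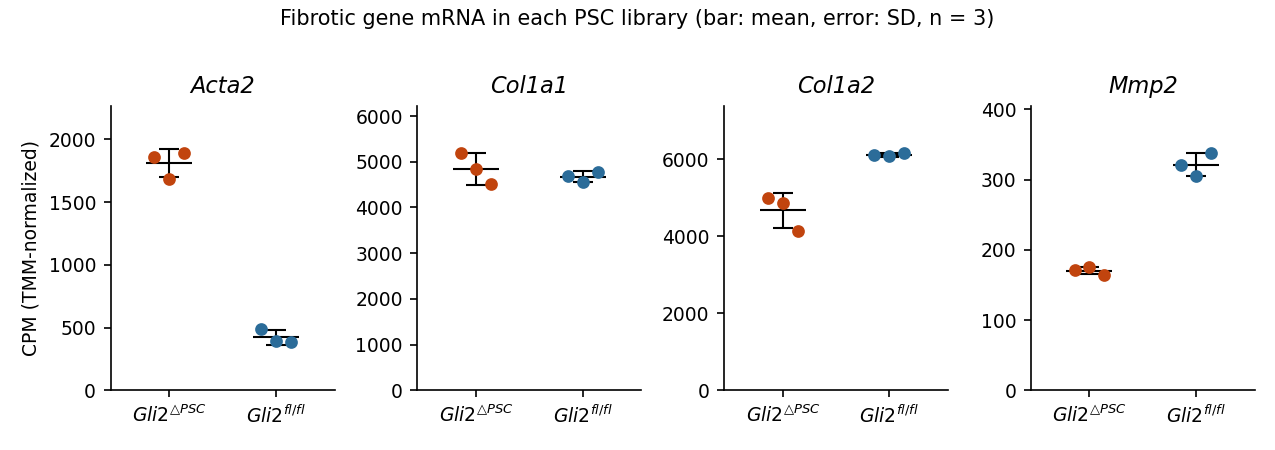
CPM of *Acta2*, *Col1a1*, *Col1a2* and *Mmp2* in each library labelled *Gli2* △PSC or *Gli2* fl/fl. Points are libraries, bars are means and error bars are SD (n = 3), and the groups overlap for *Col1a1*, whose log2 fold change was 0.05, or -0.04 with library size only.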

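Across the 10 genes of the heatmap, 8 had a positive log2 fold change and 2, *Col1a2* and *Mmp2*, a negative one in the libraries labelled *Gli2* △PSC, and *Col1a1* changed sign with library size only. An adjusted p below 0.05 was reached by 7 of the higher and by both of the lower genes, and the count was the same when the adjustment covered the 10 genes alone. With TMM, *Acta2* and *Plin1* passed a fold change of 2. From higher adipogenic genes and lower fibrotic genes, the paper proposes that PSCs without *Gli2* stay quiescent and lipogenic and are kept from activation.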

RNA-seq analysis identified 1,380 downregulated and 860 upregulated differentially expressed genes (DEGs) in PSCs derived from *Gli2*^△PSC^ mice compared to *Gli2*^fl/fl^ mice (**Figure 7C**). 

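A gene was called when its unadjusted p was below 0.05 and its fold change 2 or more, the thresholds given in the methods, which do not state whether p was adjusted. In the libraries labelled *Gli2* △PSC, which did not have lower *Gli2* mRNA, 1680 genes were lower and 1107 were higher than in the libraries labelled *Gli2* fl/fl. With an adjusted p below 0.05 in edgeR and the same fold change, 1649 were lower and 1070 higher. At a fold change of 4 and p below 0.01, the dashed lines of Figure 7C, 506 were lower and 151 higher. Without a fold change threshold, 4882 genes were lower and 4592 higher at an adjusted p below 0.05. Of the other processing choices, the filter on low counts moved the numbers most. With no filter except the removal of genes without counts, 2065 genes were lower and 1475 higher among 32417 tested, and with at least 10 counts in every library, 1243 were lower and 809 higher among 16056 tested.

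Among genes with a mean of at least 1 CPM, an adjusted p below 0.05 in edgeR and no overlap between the groups, the 5 largest rises were those of *Prl2c2*, *Hmga2*, *Gldn*, *Cck* and *Cyp11a1*. *Prl2c2* had at most 3 counts in each library labelled *Gli2* fl/fl, and its mean was at least 23.1-fold higher in those labelled *Gli2* △PSC. That mean was raised by replicate 3, since *Prl2c2* was at 0.980, 1.47 and 4.00 CPM in replicates 1, 2 and 3. *Prl2c2* belongs to a family of near-identical genes with *Prl2c3* and *Prl2c5*, between which reads could be split, so its count is uncertain. *Hmga2* rose from 1.31 ± 0.0850 CPM (SD, n = 3) to 40.2 ± 13.9 CPM (SD, n = 3), a log2 fold change of 4.94 (standard error 0.28, adjusted p = 3.3e-07). The log2 fold changes of *Gldn*, *Cck* and *Cyp11a1* were 4.67, 4.52 and 4.10. The 5 largest falls were those of *Clec3b*, *Treml2*, *Gm36161*, *Gm21188* and *Slfn1*. *Clec3b* was at 0.681 ± 0.413 CPM (SD, n = 3) in the libraries labelled *Gli2* △PSC and 23.2 ± 5.04 CPM (SD, n = 3) in those labelled *Gli2* fl/fl, a log2 fold change of -5.03 (standard error 0.28, adjusted p = 3.2e-07). The log2 fold changes of the other 4 ranged from -4.93 to -4.19. Of the other genes marked in Figure 7C, *Gm12602* had a log2 fold change of 4.69 and *Inmt* one of -5.28, and *Vtn*, with at most 3 counts in each library labelled *Gli2* △PSC, was at least 16.8-fold lower. These 3 genes had a mean below 1 CPM. With one library left out, the log2 fold change of *Inmt* ranged from -8.77 to -4.65 and that of *Gm12602* from 4.21 to 5.62.

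**Figure D3:**
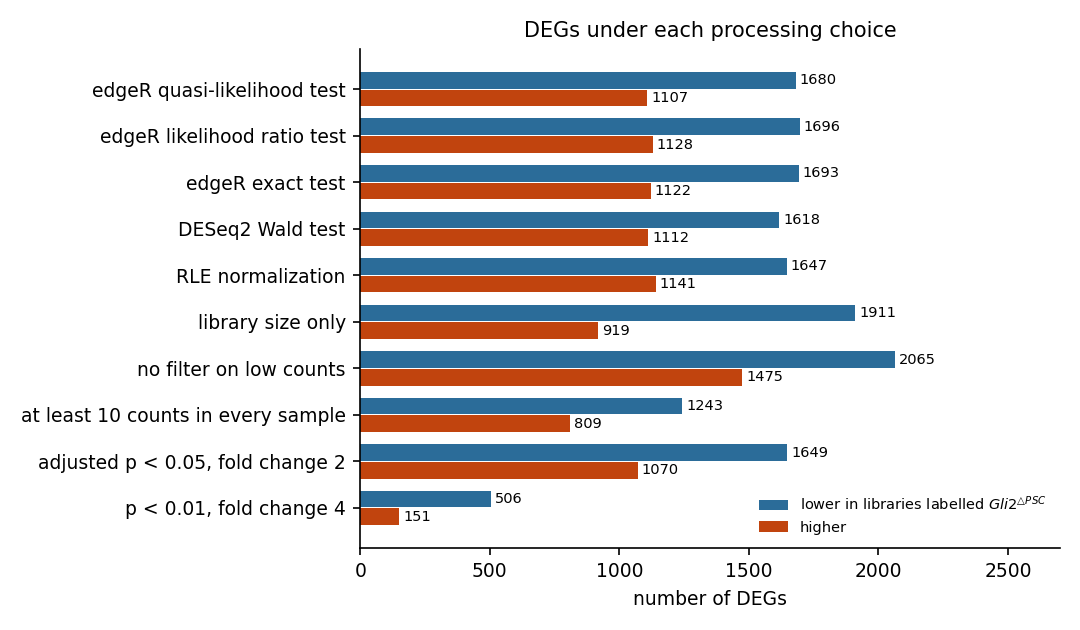
Number of DEGs lower and higher in the libraries labelled *Gli2* △PSC against *Gli2* fl/fl under each processing choice, at p below 0.05 and a fold change of 2 unless the axis label says otherwise. More genes were lower than higher in every bar pair shown, and the numbers ranged from 506 to 2065 lower and from 151 to 1475 higher.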

The downregulated DEGs were further subjected to functional assessment through gene enrichment analysis for GO biological processes. This analysis highlighted enrichment in categories related to ECM formation, including 'collagen-containing extracellular matrix,' 'extracellular matrix structural constituent,' and 'extracellular matrix organization,' as well as processes like 'smooth muscle contraction,' (**Figure 7D**). 

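GO annotation was not used here. Sets were listed by gene symbol instead, and each was compared with the other tested genes for its share of lower genes at p below 0.05 and a fold change of 2 (Fisher's exact test, two-sided, adjusted over 6 sets). This test counts genes as if they were independent, though all come from the same libraries. Its p therefore does not measure the spread between libraries. Of 36 tested collagen genes, 7 were lower and 1, *Col12a1*, was higher in the libraries labelled *Gli2* △PSC, in which *Gli2* mRNA was not lower. The odds ratio among lower genes was 2.33 (Fisher's exact test, p = 0.076, adjusted p = 0.11), and the median log2 fold change of the collagens was -0.33. At an adjusted p below 0.05 in edgeR without a fold change threshold, 17 collagens were lower and 6 higher. *Col3a1* was at 7315.5 ± 1171.3 CPM (SD, n = 3) labelled *Gli2* △PSC and 20028 ± 524 CPM (SD, n = 3) labelled *Gli2* fl/fl. Its log2 fold change was -1.45 (adjusted p = 6.9e-07 in edgeR). With no filter on low counts, the odds ratio of the collagens was 3.28 (adjusted p = 0.0091, Fisher's exact test). Of 73 tested genes for other ECM proteins, such as laminins, fibulins and proteoglycans, 19 were lower and 4 were higher, namely *Adamts14*, *Ltbp2*, *Thbs1* and *Tnc*. The odds ratio of this set was 3.42 (Fisher's exact test, p = 3.1e-05, adjusted p = 6.3e-05), and its median log2 fold change was -0.17. At a fold change of 4 and p below 0.01 the odds ratio was 2.54 (adjusted p = 0.11, Fisher's exact test). *Col3a1*, *Col12a1* and the 4 higher ECM genes were named after their values were seen.

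Of 18 tested smooth muscle genes, none was among the lower genes, also when p alone was below 0.05 without a fold change threshold. All 18 had an adjusted p below 0.05 in edgeR and were higher in the libraries labelled *Gli2* △PSC, and 13 of them passed a fold change of 2. Apart from *Myocd*, their log2 fold changes ranged from 0.33 to 2.75, the value of *Cnn1*. *Myocd* had at most 3 counts in each library labelled *Gli2* fl/fl, and its mean was at least 4.87-fold higher in those labelled *Gli2* △PSC. Both genes were named after their values were seen. The median of the 18 was 1.67, and it was 1.58 with library size only and 1.69 with RLE scaling in place of TMM. The odds ratio of the set was 0 among lower genes (Fisher's exact test, p = 0.41) and 39.8 among higher genes (Fisher's exact test, p = 1.2e-12).

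**Figure D4:**
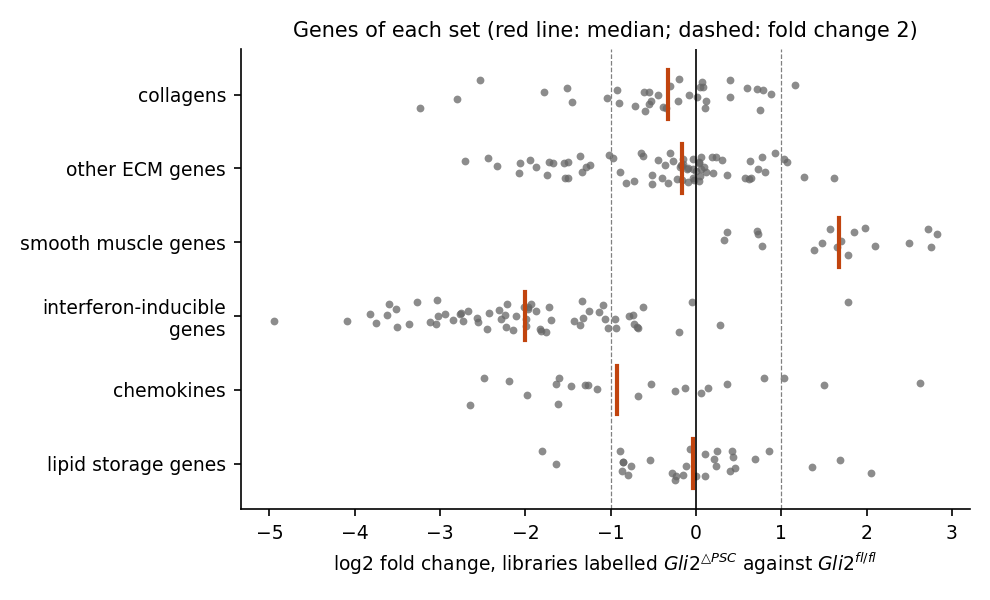
Log2 fold change of each tested gene of 6 sets in the libraries labelled *Gli2* △PSC against *Gli2* fl/fl. Points are genes, red lines are medians and dashed lines mark a fold change of 2. The medians were -0.33 for collagens, -0.17 for other ECM genes, 1.67 for smooth muscle genes, -2.00 for interferon-inducible genes, -0.92 for chemokines and -0.04 for lipid storage genes, with the same signs with library size only.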

Additionally, GO analysis indicated that GLI2 promotes signaling cascades such as interferon-beta (IFN-β), interferon-gamma (IFN-γ), interleukin-6 (IL-6), and nuclear factor-κB (NF-κB) (**Figure 7D**).

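Of 64 tested interferon-inducible genes, 52 were lower and 1, *Ifi27l2b*, was higher in the libraries labelled *Gli2* △PSC, in which *Gli2* mRNA was not lower. The odds ratio among lower genes was 43.1 (Fisher's exact test, two-sided, p = 2.1e-42, adjusted p = 1.2e-41), and the log2 fold changes had a median of -2.00. Of 22 tested chemokine genes, 11 were lower and 3 were higher, namely *Cxcl1*, *Cxcl5* and *Cxcl14*, with an odds ratio of 9.69 among lower genes (Fisher's exact test, p = 1.3e-06, adjusted p = 3.9e-06). The groups overlapped for *Cxcl5* (exact permutation test, p = 0.40), whose adjusted p was 0.023 in edgeR and 0.073 with DESeq2. The result for *Cxcl5* was weaker in 7 of 14 processing alternatives, with a log2 fold change as low as 0.63. At a fold change of 4 and p below 0.01 the odds ratio of the chemokines was 5.45 (adjusted p = 0.070, Fisher's exact test). *Ifi27l2b* and the 3 higher chemokines were named after their values were seen.

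The 27 genes that the paper assigns to the IFN-γ, IL-6 and NF-κB pathways were all lower, with log2 fold changes from -3.22 for *Ptafr* to -1.16 for *Il18* and a median of -2.28. All 27 had an adjusted p below 0.05 in edgeR, both over all tested genes and over the 27 alone, and all passed a fold change of 2. The second adjustment does not show stability, since these genes were chosen by the paper from the same counts. The mannose receptor gene *Mrc1* was at 53.2 ± 12.0 CPM (SD, n = 3) in the libraries labelled *Gli2* △PSC and 296 ± 14.4 CPM (SD, n = 3) in those labelled *Gli2* fl/fl, a log2 fold change of -2.47 (standard error 0.13, adjusted p = 2.3e-07). *Gbp6* was at 15.2 ± 5.29 CPM (SD, n = 3) and 110 ± 6.07 CPM (SD, n = 3), and *Il33* at 6.88 ± 1.63 CPM (SD, n = 3) and 56.6 ± 3.19 CPM (SD, n = 3). *Gbp6* shares sequence with *Gbp10*, which had a log2 fold change of -2.95, so the count of *Gbp6* is uncertain. In the same libraries, 21 tested markers of leukocytes and macrophages, none of them among the 27 genes, were also all lower, with a median log2 fold change of -2.43.

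**Figure D5:**
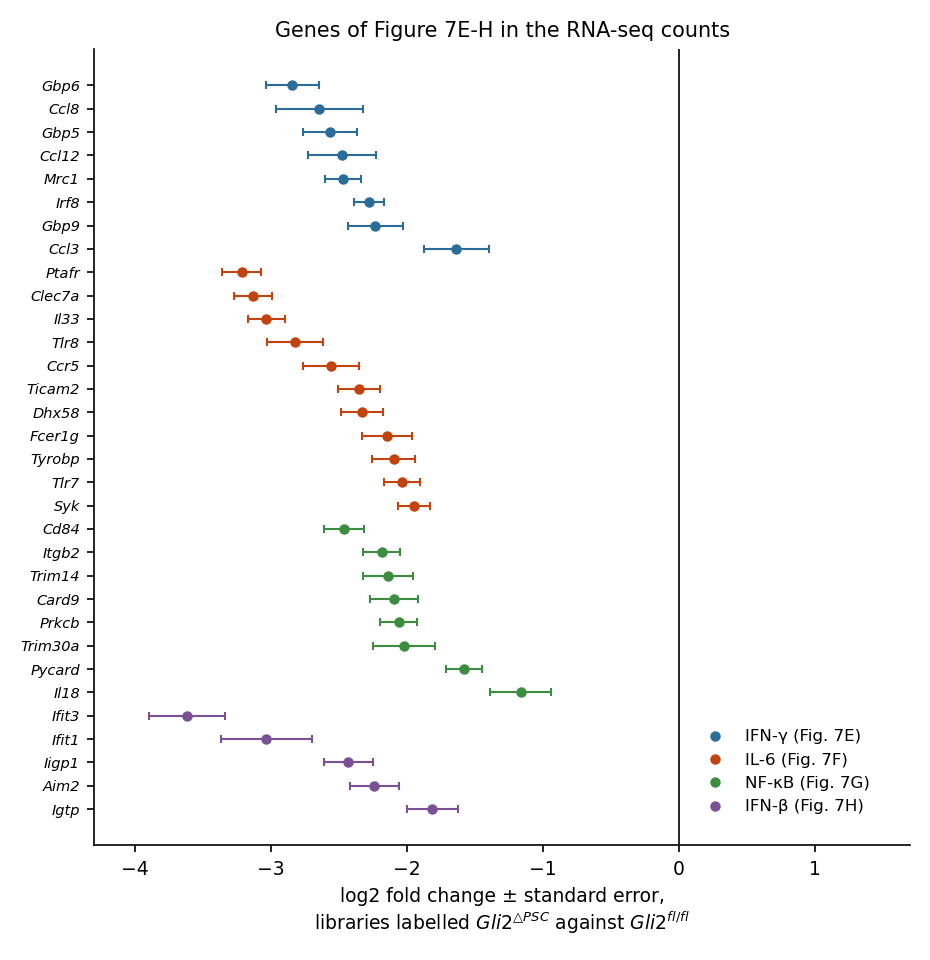
Log2 fold change and standard error of the genes of Figure 7E-H in the libraries labelled *Gli2* △PSC against *Gli2* fl/fl (n = 3 libraries per group). Points are genes, grouped by the pathway to which the paper assigns them, and all genes shown lie below 0.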

To validate these findings, we further examined the expression of key pathway-related genes in wild-type PSCs treated with TGF-β1 and the GLI inhibitor GANT61. In activated PSCs, GANT61 treatment significantly downregulated genes associated with the IFN-γ, IL-6, and NF-κB pathways under TGF-β1 stimulation (**Figure 7E-G**), while expression of IFN-β-related genes remained unchanged (**Figure 7H**). These pharmacological validation experiments in wild-type PSCs were consistent with the transcriptomic data from *Gli2*-deficient PSCs.

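In the RNA-seq counts, *Aim2*, *Iigp1*, *Igtp*, *Ifit1* and *Ifit3*, which Figure 7H assigns to the IFN-β pathway, were lower in the libraries labelled *Gli2* △PSC, in which *Gli2* mRNA was not lower, than in those labelled *Gli2* fl/fl. Their log2 fold changes ranged from -3.62 for *Ifit3* to -1.81 for *Igtp*. As read from the figure, *Aim2* was the one gene of this panel with a significant change on GANT61. The paper's text states that the IFN-β-related genes did not change. *Aim2* was at 1.95 ± 0.553 CPM (SD, n = 3) in the libraries labelled *Gli2* △PSC and 9.34 ± 0.699 CPM (SD, n = 3) in those labelled *Gli2* fl/fl. Its log2 fold change was -2.24 (standard error 0.18, adjusted p = 2.5e-06 in edgeR). *Ifit1* was at 7.15 ± 4.49 CPM (SD, n = 3) and 59.6 ± 1.80 CPM (SD, n = 3). The reads of *Ifit3* could be split with its copy *Ifit3b*, which had a log2 fold change of -3.60, so its count is uncertain. As read from Figure 7E-G, 5 genes had no significant change on GANT61, namely *Gbp5*, *Gbp6*, *Clec7a*, *Dhx58* and *Trim30a*. They had log2 fold changes from -3.14 to -2.02 in the RNA-seq counts, with a median of -2.57, and each had an adjusted p below 0.05 in edgeR.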

Collectively, these findings demonstrate that GLI2 deletion effectively suppresses PSC activation, likely through modulation of ECM-associated processes and crosstalk with multiple pro-fibrotic signaling pathways.

## Discussion

In this study, we investigated the role of TGF-β1/SMAD3-mediated non-canonical Hh signaling in PSC activation and fibrosis during CP progression. Among Hh signaling components, we identified GLI2 as a key effector in the pancreas of CP patients, predominately expressed in PSCs. We found that GLI2 expression was significantly upregulated in aPSCs in both human and experimental CP, correlating with degree of PSC activation. Notably, PSC-specific deletion of GLI2, but not SMO, reduced fibrosis and the severity of CP, demonstrating that GLI2 activation can occur independently of canonical SMO-dependent Hh signaling. Experiments on culture-activated primary PSCs revealed early nuclear translocation and a rapid increase in GLI2 expression during activation, underscoring its central role. Interestingly, TGF-β1/SMAD3 signaling, a predominant pathway in fibrotic diseases including CP, was identified as a driver of GLI2 activation and expression. These findings establish Hh signaling activation as a key mechanism in CP development, suggesting that targeting GLI2 in PSCs could be a promising therapeutic strategy.

The Hh signaling pathway plays a crucial role in regulating cell proliferation, differentiation, and tissue patterning during embryonic development.^18^ In recent years, accumulating evidence has suggested that the Hh pathway is also a key contributor to fibrotic diseases and one of the most important signaling pathways leading to tissue and organ fibrosis.^39^-^41^ Our findings expand the current understanding of the profibrotic role of Hh signaling in CP by showing that GLI2, a transcription factor in the Hh pathway, is upregulated in aPSCs in both mouse CP model and human patients, consistent with its reported overexpression in liver and skin fibrosis.^42^-^44^ During the early stages of PSC activation, primary PSCs exhibit increased GLI2 expression and prominent nuclear translocation. Pharmacological inhibition of GLI2 with GANT61 or siRNA-mediated knockdown of GLI2 significantly reduced PSC activation. Furthermore, in cerulein-induced CP model, *Gli2*^ΔPSC^ mice displayed markedly reduced pancreatic fibrosis compared to *Gli2*^fl/fl^ controls, highlighting the functional importance of GLI2 in driving pancreatic fibrogenesis in vivo. Notably, GLI1, another transcription factor in the Hh pathway and a downstream target of GLI2,^18^ has garnered attention as GLI1-positive cells are a major source of activated fibroblasts in multiple organs.^45^-^48^ Our findings suggest that while GLI1 is upregulated during PSC activation, the changes in GLI1 are less pronounced compared to GLI2 expression. This may be due to the fact that the triggers and mechanisms of injury are disease-specific, but activation of the Hh signaling could be a shared mechanism driving fibroblast activation across various conditions.

Although the importance of Hh signaling is now widely recognized across various diseases, and SMO inhibitors have been approved by the US Food and Drug Administration for the treatment of medulloblastoma and basal cell carcinoma,^49^, ^50^ some clinical studies shown that SMO inhibition is not always effective, with GLI expression persisting despite SMO inhibition.^51^, ^52^ These findings suggest the existence of non-canonical GLI activation, independent of the canonical PTCH-SMO signaling pathway. In the present study, we observed that pancreatic fibrosis was not alleviated in *Smo*^ΔPSC^ mice compared to *Smo*^fl/fl^ controls following CP induction, with PSCs from *Smo*^ΔPSC^ mice still showing high GLI2 expression. These data indicate that deletion of *Smo* in PSCs does not impact downstream GLI2 expression. Moreover, simultaneous CP modeling revealed significantly reduced pancreatic fibrosis in *Gli2*^ΔPSC^ mice compared with *Smo*^ΔPSC^ mice, providing the first direct evidence that GLI2-dependent, SMO-independent non-canonical Hh signaling plays a crucial role in PSC activation and fibrosis progression in CP. In vitro studies further revealed that Sonidegib, a SMO inhibitor, effectively inhibited nuclear translocation of GLI2 in PSCs only upon short-term treatment, but had minimal long-term impact on GLI2 nuclear translocation, GLI2 expression, and PSC activation. Taken together, these findings highlight a critical role for GLI2-mediated non-canonical Hh signaling in pancreatic fibrosis and PSC activation.

Previous reports have indicated that non-canonical GLI2 expression and activity may be driven by TGF-β/SMAD signaling, which predominantly promotes fibrotic diseases including CP.^42^, ^43^, ^53^ In line with these findings, our data show increased GLI2 nuclear localization and expression in PSCs after TGF-β1 treatment, which is mediated by the phosphorylation of SMAD3. Recent research has shown that p-SMAD3 co-localizes with GLI2 in the nucleus, with interactions between GLI2 and p-SMAD3 synergistically enhancing the transcription of downstream target genes.^54^ Our results similarly confirmed that TGF-β1 significantly promoted direct interaction between p-SMAD3 and GLI2. This may explain the TGF-β1-mediated GLI2 nuclear translocation and elevated expression observed in PSC activation. Notably, our findings suggest a phased regulation of GLI2 during PSC activation. In the early stage (within 12 hours of culture), GLI2 nuclear translocation occurs without exogenous TGF-β1 stimulation and is sensitive to the SMO inhibitor Sonidegib, indicating that initial activation is SMO-dependent. However, in the later stage, TGF-β1/SMAD3 signaling becomes the dominant driver of GLI2 nuclear localization and expression, independent of SMO. This temporal shift highlights a transition from canonical to non-canonical Hh pathway regulation, reflecting the dynamic and stage-specific control of GLI2 activity in PSCs. Collectively, these findings suggest that therapeutic strategies aimed at GLI2 may offer greater efficacy than those targeting SMO in blocking Hh pathway activity in PSCs during CP.

Our results indicate the early involvement of GLI2 in PSC phenotypic transition and suggest potential pathways regulated by GLI2. Previous studies have described robust metabolic reprogramming during hepatic stellate cell (HSC) activation, occurring within the first 48 hours of in vitro culture.^55^, ^56^ This phenotypic change in HSCs relies on the induction of aerobic glycolysis, accompanied by suppressed lipogenesis. Inhibiting Hh signaling can prevent this dramatic metabolic reprogramming in HSCs and block their activation.^55^, ^57^ Similarly, our findings in PSCs demonstrate that GLI2 nuclear translocation and increased expression occur within the first 48 hours of in vitro culture, indicating the early involvement of GLI2 in PSC activation. Deletion of *Gli2* in PSCs results in increased lipid synthesis and decreased ECM formation, suggesting that targeting Hh signaling can inhibit metabolic reprogramming and thereby protect against PSC activation. Our data also suggest that key regulators of fibrosis and inflammatory responses, such as IFN-γ, IL-6, and NF-κB may be downstream factors of Hh signaling. Interactions between Hh signaling and these pathways have been observed in various inflammatory diseases and cancers, and require further validation in the context of CP.^58^-^61^

Targeting GLI2 presents a potential therapeutic option for treating CP. However, other several factors must be considered, as Hh signaling is essential for effective tissue regeneration following injury.^62^-^65^ In a mouse model of acute pancreatitis, rapid activation of Hh signaling components was observed following cerulein treatment, with their expression returning to baseline levels after regeneration.^66^, ^67^ Inhibition of Hh signaling, whether through chemical or genetic approaches, resulted in impaired regeneration, characterized by the persistence of metaplastic epithelium expressing markers of pancreatic progenitor cells, indicating an inhibition of redifferentiation into mature exocrine cells.^68^ Consistent with this, our findings demonstrate markedly increased expression of GLI2 and SMO in the pancreatic parenchyma of both CP patients and mouse model of CP. Therefore, therapeutic targeting of Hh signaling requires careful selection of the appropriate treatment window—ideally after parenchymal cell repair completion but before resolution of mesenchymal cell activation.

Interestingly, a recent study using the SMO inhibitor Vismodegib during or after cerulein-induced CP reported significant attenuation of pancreatic fibrosis and promotion of pancreatic regeneration, seemingly contradicting our results where PSC-specific *Smo* deletion failed to alleviate fibrosis.^69^ However, this discrepancy might stem from differences in experimental strategies and timing of intervention. Specifically, global pharmacological inhibition using Vismodegib affects multiple pancreatic cell populations beyond PSCs, possibly eliciting a broader tissue-level response. In contrast, our study's PSC-specific genetic deletion isolates Smo's cell-autonomous effects. Additionally, the beneficial effects observed with Vismodegib differ from earlier findings where SMO inhibitors impaired pancreatic repair post-injury.^68^ Collectively, these contrasting outcomes highlight the complexity of Hh signaling in CP and underscore the importance of carefully choosing therapeutic approaches and intervention timings. Another promising alternative involves targeted delivery systems for pharmaceutical or nucleic acid-based therapeutics directly to PSCs, as demonstrated by recent studies.^70^, ^71^

However, this study has several limitations. First, in the human snRNA-seq dataset, the number of acinar cells from CP patients was extremely low (CP samples, n = 53; healthy controls, n = 79,328). This scarcity resulted in very low detected expression levels of GLI2 transcripts in pancreatic acinar cells, contradicting our immunofluorescence results, which clearly showed elevated GLI2 protein expression in pancreatic parenchymal cells from CP patients. This dramatic cell loss, combined with the RNase-rich environment of acinar cells likely contributed collectively to the apparent underrepresentation of GLI2 mRNA. A second limitation of this study is that we did not evaluate the therapeutic efficacy of pharmacological modulation of the Hh pathway in CP at the in vivo level. Considering the crucial role of Hh signaling in repairing pancreatic parenchymal cell injury, we specifically employed a PSC-specific genetic knockout strategy to isolate and investigate the function of Hh signaling within PSCs.

In summary, the results presented here implicate non-canonical activation of Hh signaling through GLI2 in the progression of pancreatic fibrosis in both CP patients and an animal model. The induction of GLI2 is mediated by TGF-β1/SMAD3 signaling, and its inhibition in PSCs effectively reduces fibrosis both in vivo and in cell culture models. This study provides novel insights into profibrotic role of Hh signaling in PSC activation and identifies GLI2 as a promising therapeutic target for the treatment of CP.

## Supplementary Material

Supplementary figures and table.

## Figures and Tables

**Figure 1:**
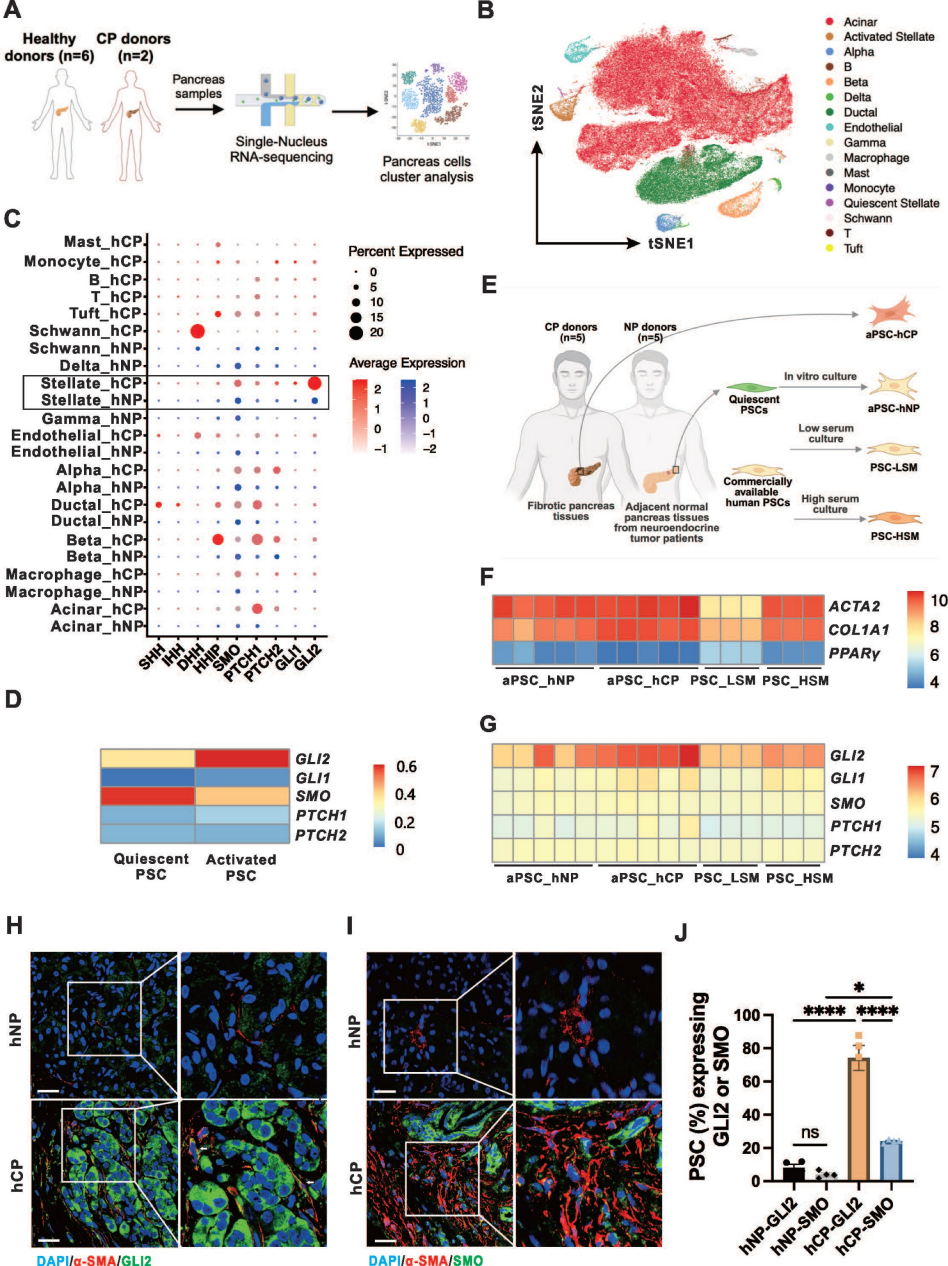
** GLI2 in PSCs is a key component of Hh signaling in CP.** (A) Workflow illustrating for pancreatic snRNA-seq analysis from healthy donors (hNP, n = 6) and CP donors (hCP, n = 2). Data are obtained from Tosti and colleagues.^29^ (B) tSNE plot showing pancreatic cells from hNP and hCP donors, color-coded by cell clusters. (C) Dot plots visualizing the expression levels (color intensity) and frequencies (dot size) of Hh pathway genes across different pancreatic cell clusters from hNP and hCP samples. (D) Heatmap showing the expression patterns of Hh pathway genes in qPSCs and aPSCs. (E) Schematic diagram illustrating the sources and culture conditions of different PSC sample types. Data are derived from Barrera and colleagues.^30^ (F) Heatmap showing expression levels of *ACTA2*, *COL1A1*, and *PPARγ*, indicating varying degrees of activation among the four PSC subtypes. (G) Heatmap displaying the expression profiles of Hh pathway genes across the 4 PSC types. (H, I) Representative dual immunofluorescence images of α-SMA (red) and GLI2 (green) staining in pancreatic tissues from hNP (n = 4) and hCP (n = 4) donors. Nuclei are counterstained with DAPI (blue). Scale bar: 25 µm. (J) Quantification of the proportions of GLI2- and SMO-expressing PSCs in hNP and hCP samples. Data are presented as mean ± SEM. Statistical significance: *p < 0.05, ****p < 0.0001. ns, not significant.

**Figure 2:**
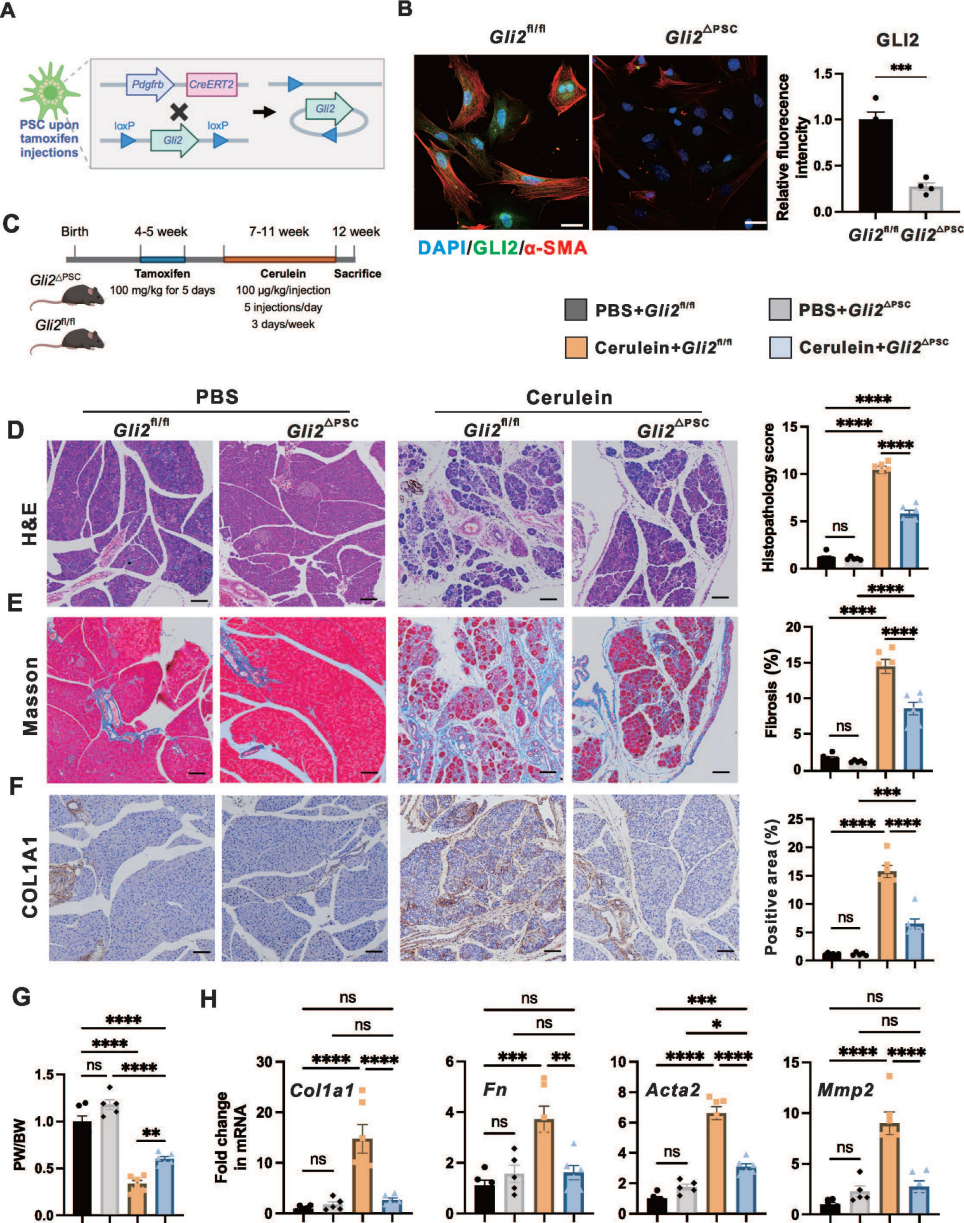
** PSC-specific deletion of* Gli2* alleviates pancreatic fibrosis.** (A) Schematic illustrating the strategy for generating PSC-specific deletion of *Gli2* (*Gli2*^ΔPSC^) in mice. (B) Representative dual immunofluorescence images showing α-SMA (red) and GLI2 (green) in PSCs isolated from *Gli2*^fl/fl^ and *Gli2*^△PSC^ mice. Nuclei were stained with DAPI (blue). Scale bar: 25 µm. GLI2 fluorescence intensity was quantified. (C) Experimental timeline for in vivo induction of CP. (D-F) Representative images of pancreatic sections stained with H&E (D), Masson's trichrome (E), and COL1A1 (F) in* Gli2*^fl/fl^ and *Gli2*^△PSC^ mice treated with PBS or cerulein. Scale bar: 100 µm. Histopathology scores and staining areas were quantified. (G) Pancreatic weight-to-body weight ratio (PW/BW) in* Gli2*^fl/fl^ and *Gli2*^△PSC^ mice treated with PBS or cerulein. (H) Expression levels of fibrotic markers in *Gli2*^fl/fl^ and *Gli2*^△PSC^ mice treated with PBS or cerulein. All data are presented as mean ± SEM. Statistical significance: ^∗^p < 0.05, ^∗∗^p < 0.01,^ ∗∗∗^p < 0.001,^ ∗∗∗∗^p < 0.0001; ns, not significant.

**Figure 3:**
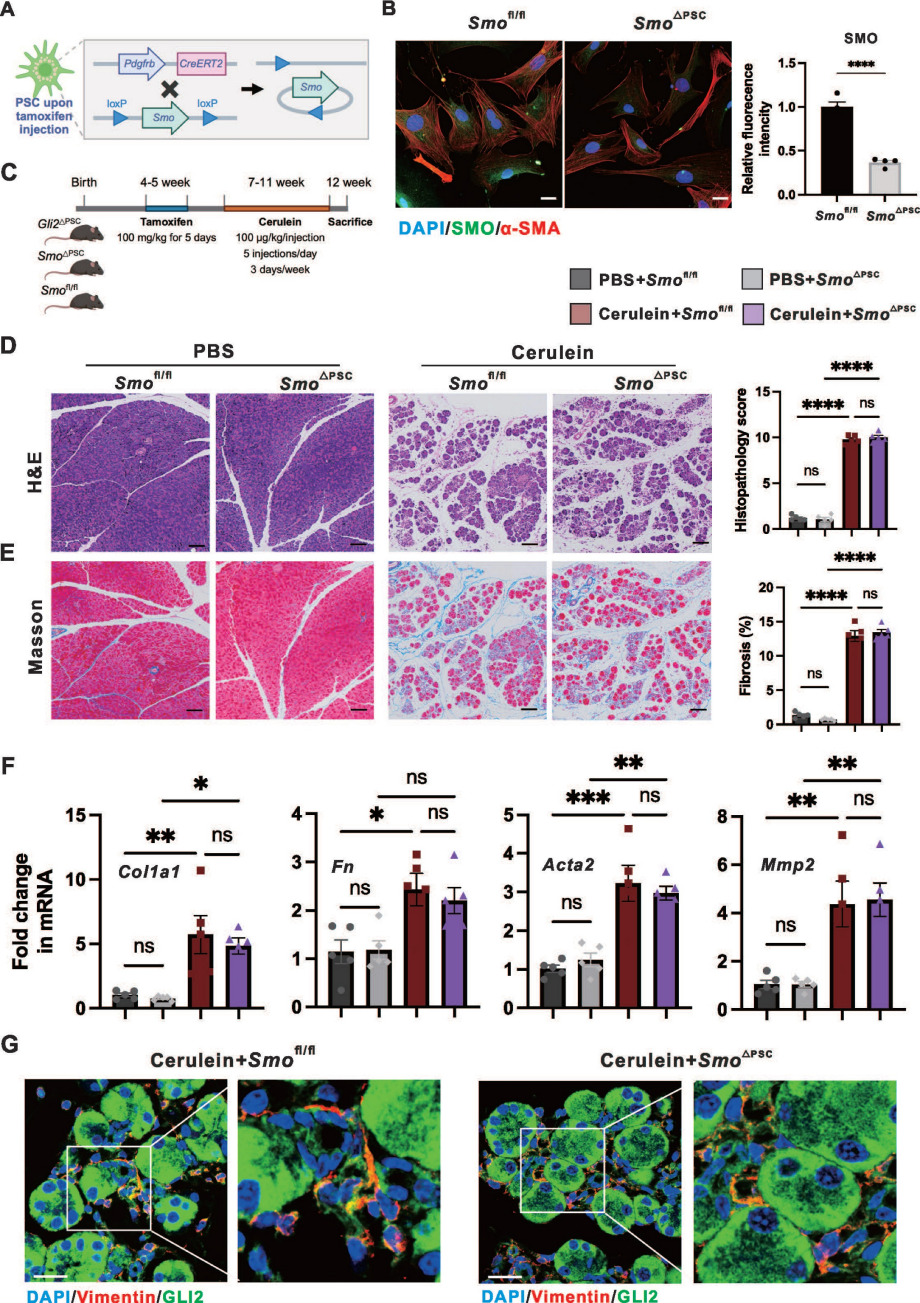
**Specific deletion of *Gli2* but not *Smo* protected against pancreatic fibrosis.** (A) Schematic illustrating the strategy for generating PSC-specific deletion of *Smo* (*Smo*^△PSC^) in mice. (B) Representative dual immunofluorescence images showing α-SMA (red) and SMO (green) in PSCs isolated from *Smo*^fl/fl^ and *Smo*^△PSC^ mice. Nuclei were stained with DAPI (blue). Scale bar: 25 µm. SMO fluorescence intensity was quantified. (C) Experimental timeline for in vivo induction of CP in *Smo*^△PSC^, *Smo*^fl/fl^ and *Gli2*^△PSC^ mice. (D-E) Representative images of pancreatic tissue sections stained with H&E (D), Masson's trichrome (E) in* Smo*^fl/fl^ and *Smo*^△PSC^ mice treated with cerulein. Scale bar: 100 µm. Histopathological scores and fibrotic areas were quantified. (F) Expression levels of fibrotic markers in *Smo*^fl/fl^ and *Smo*^△PSC^ mice treated with cerulein. (G) Representative dual immunofluorescence images showing GLI2 (green) and Vimentin (red) expression in PSCs isolated from *Smo*^fl/fl^ and *Smo*^△PSC^ mice. Scale bar: 25 µm. All data are presented as mean ± SEM. Statistical significance: ^∗^p < 0.05, ^∗∗^p < 0.01,^ ∗∗∗^p < 0.001,^ ∗∗∗∗^p < 0.0001; ns, not significant.

**Figure 4:**
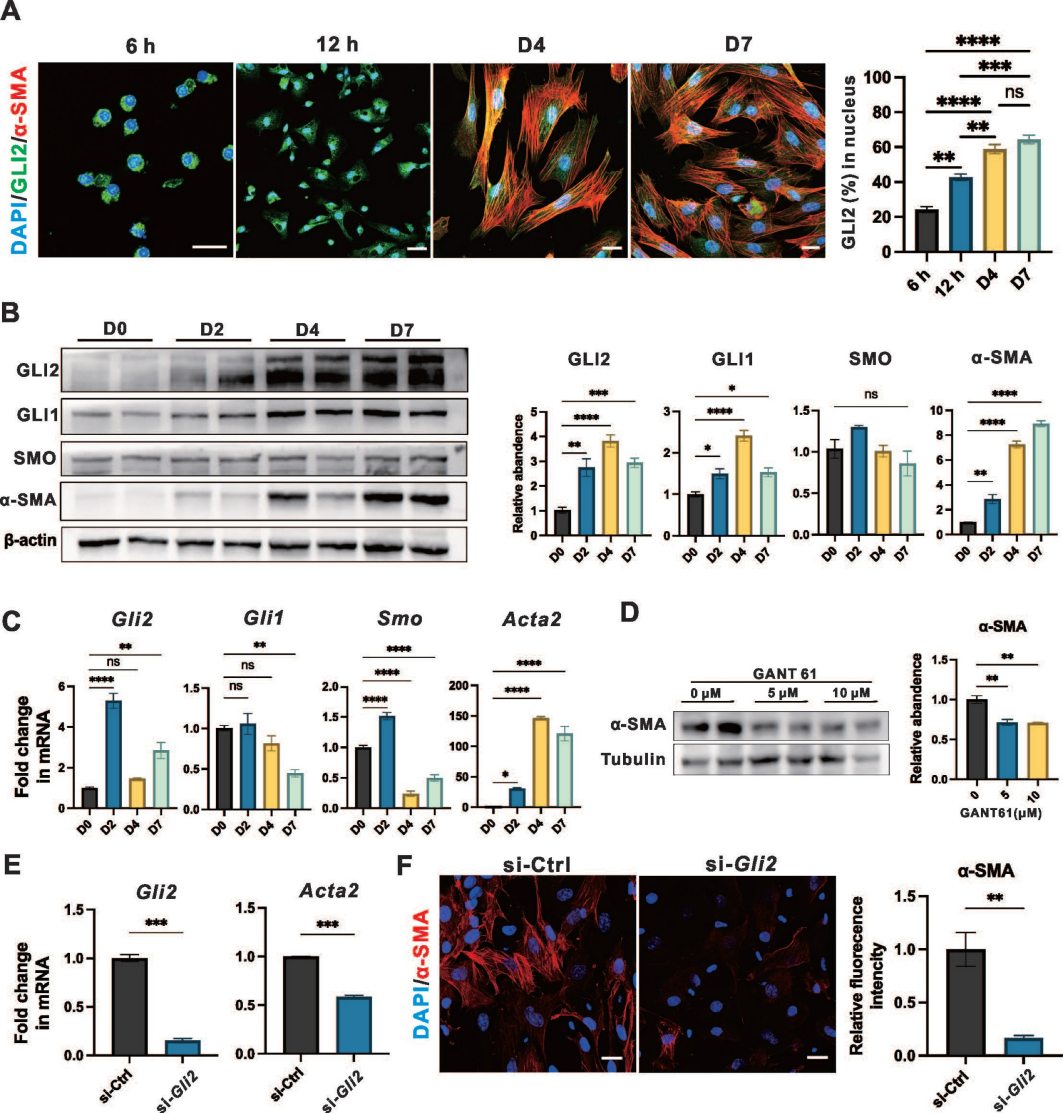
**GLI2 is essential and active during the early stages of PSC activation.** (A) Representative dual immunofluorescence images showing α-SMA (red) and GLI2 (green) in primary PSCs at different culture periods. Nuclei were stained with DAPI (blue). Scale bar: 20 µm. The percentage of GLI2 in the nuclear area was quantified (n = 4). (B) Expression levels of GLI2, GLI1, SMO and α-SMA in primary PSCs at different culture periods. β-actin was used as a normalization control for protein levels (n = 4). (C) mRNA expression levels of *Gli2*,* Gli1, Smo*, and *Acta2* in primary PSCs at different culture periods. *β-actin* was used as a normalization control for mRNA levels (n = 4). (D) Expression levels of α-SMA in primary PSCs treated with GANT61. Tubulin was used as a normalization control for protein levels (n = 3). (E) mRNA expression levels of *Gli2* and *Acta2* in PSCs following *Gli2* silencing.* Gapdh* was used as a normalization control for mRNA levels (n = 3). (F) Representative immunofluorescence images showing α-SMA (red) in PSCs following *Gli2* silencing. Nuclei were stained with DAPI (blue). Scale bar: 20 µm. α-SMA fluorescence intensity was quantified (n = 3). All data are presented as mean ± SEM. Statistical significance: ^∗^p < 0.05, ^∗∗^p < 0.01,^ ∗∗∗^p < 0.001,^ ∗∗∗∗^p < 0.0001; ns, not significant.

**Figure 5:**
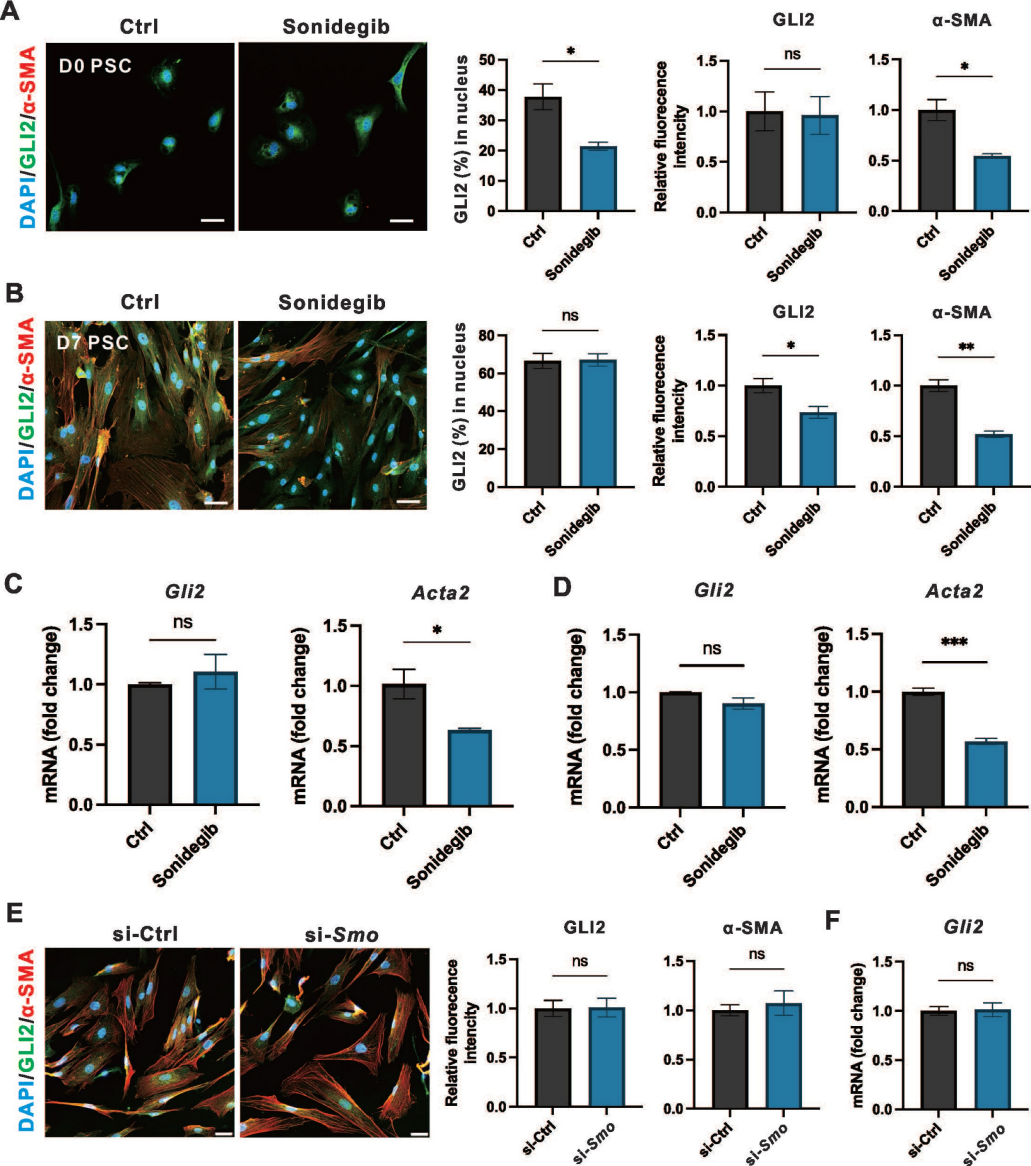
** SMO inhibition is insufficient to affect the expression of GLI2.** (A, B) Representative immunofluorescence images showing α-SMA (red) and GLI2 (green) in primary PSCs treated with Sonidegib, a SMO inhibitor, for 12 hours (A) and 4 days (B) (n = 4). Nuclei were stained with DAPI (blue). Scale bar: 20 µm. The percentage of GLI2 in the nuclear area was quantified (n = 4). (C, D) mRNA expression levels of *Gli2* and *Acta2* in PSCs treated with Sonidegib for 12 hours (C) and 4 days (D) (n = 3). (E) Representative immunofluorescence images showing α-SMA (red) and GLI2 (green) in PSCs following *Smo* silencing. Nuclei were stained with DAPI (blue). Scale bar: 20 µm. GLI2 and α-SMA fluorescence intensities were quantified (n = 3). (F) mRNA expression levels of *Gli2* in PSCs following *Smo* silencing. All data are presented as mean ± SEM. Statistical significance: ^∗^p < 0.05, ^∗∗^p < 0.01; ns, not significant.

**Figure 6:**
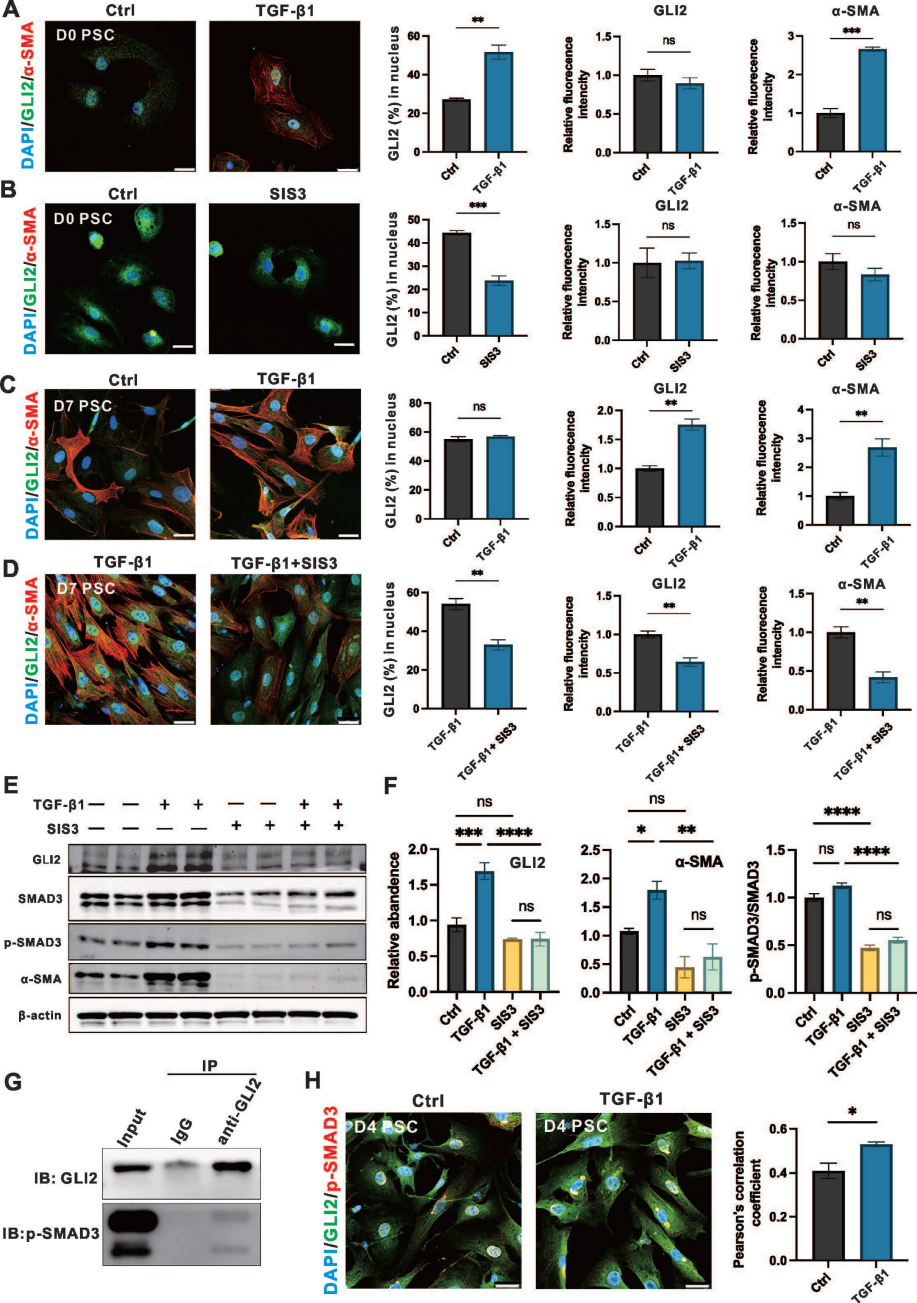
** TGF-β1/SMAD3 promotes the nuclear translocation and expression of GLI2.** (A, B) Representative immunofluorescence images showing α-SMA (red) and GLI2 (green) in primary PSCs treated with TGF-β1 (A) or SIS3 (B) for 12 hours (n = 4). Nuclei were stained with DAPI (blue). Scale bar: 25 µm. The percentage of GLI2 in the nuclear area, as well as GLI2 and a-SMA fluorescence intensities, were quantified (n = 4). (C, D) Representative immunofluorescence images showing α-SMA (red) and GLI2 (green) in primary PSCs treated with TGF-β1 (C) or a combination of TGF-β1 and SIS3 (D) for 4 days (n = 4). Nuclei were stained with DAPI (blue). Scale bar: 25 µm. The percentage of GLI2 in the nuclear area, as well as GLI2 and α-SMA fluorescence intensities were quantified. (E, F) Protein levels of GLI2, SMAD3, p-SMAD3, and α-SMA were assessed by Western blot in primary PSCs treated with single or combined treatments of TGF-β1 and SIS3 for 4 days. β-actin was used to normalize protein levels. GLI2, α-SMA and the p-SMAD3/SMAD3 ratio were quantified across treatment groups (n = 3). (G) Co-IP of endogenous GLI2 and p-SMAD3. Primary PSCs were treated with 10 ng/mL TGF-β1 for 48 hours. (H) Representative immunofluorescence images showing colocalization of GLI2 and p-SMAD3 in TGF-β1-induced PSCs. D2 PSCs were treated with 10 ng/mL TGF-β1 for 48 hours (n = 4). Scale bar: 25 μm. Pearson's correlation coefficient was quantified (n = 4). Western blot lanes were reconstructed, and original blots are provided in Figure S5. All data are presented as mean ± SEM. Statistical significance: ^∗^p < 0.05, ^∗∗^p < 0.01,^ ∗∗∗^p < 0.001,^ ∗∗∗∗^p < 0.0001; ns, not significant.

**Figure 7:**
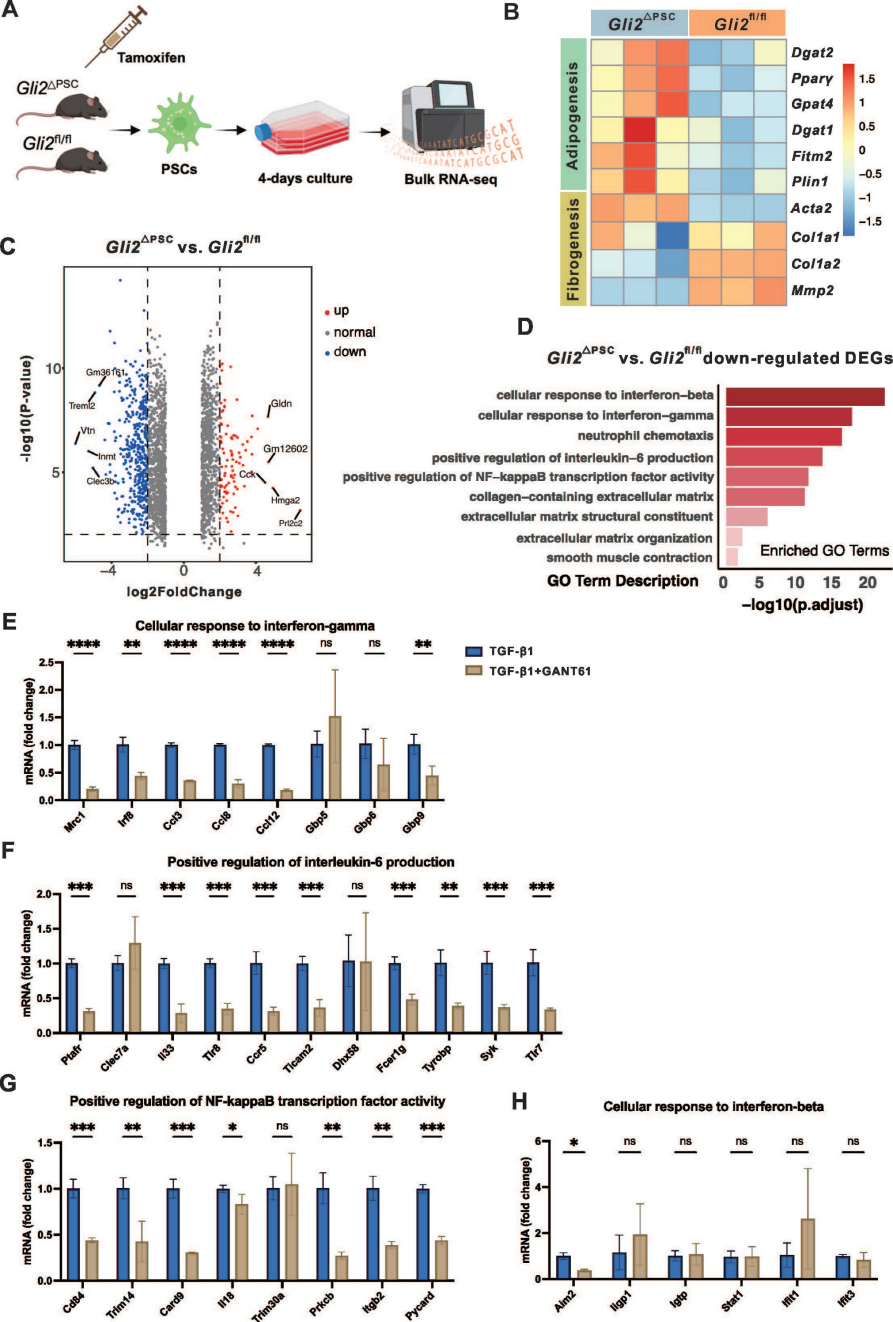
** Gene expression and pathways regulated by GLI2 in PSC.** (A) Schematic representation of the study design for bulk RNA sequencing of PSCs derived from *Gli2*^△PSC^ and *Gli2*^fl/fl^ mice. (B) Heatmap displaying the expression levels of selected adipogenic and fibrotic genes in PSCs derived from *Gli2*^△PSC^ and *Gli2*^fl/fl^ mice. (C) Volcano plots visualizing the differentially expressed genes (DEGs) in PSCs derived from* Gli2*^△PSC^ and *Gli2*^fl/fl^ mice. (D) GO enrichment analysis identifying GLI2-upregulated biological processes and pathways. (E-H) mRNA levels of genes enriched for GO biological processes 'Cellular responses to IFN-γ' (E), 'Positive regulation of IL-6 production' (F), 'Positive regulation of NF-κB transcription factor activity' (G) and 'Cellular response to IFN-β' (H). D2 PSCs were treated with 1 ng/mL TGF-β1 and 5 μM GANT61 for 48 hours (n = 3). All data are represented as mean ± SEM. Statistical significance: ^∗^p < 0.05,^ ∗∗^p < 0.01,^ ∗∗∗^p < 0.001, ns, not significant.

## Abbreviations

ACTA2: smooth muscle alpha-actin 2
aPSC: activated pancreatic stellate cell
DEGs: differentially expressed genes
Co-IP: co-immunoprecipitation
COL1A1: collagen type 1 alpha 1
CP: chronic pancreatitis
DMEM: Dulbecco's modified Eagle medium
ECM: extracellular matrix
FBS: fetal bovine serum
FDA: US Food and Drug Administration
GO: Gene Ontology
H&E: hematoxylin and eosin staining
Hh: Hedgehog
HSC: hepatic stellate cell
IFN-β: interferon-beta
IFN-γ: interferon-gamma
IL-6: interleukin-6
NF-κB: nuclear factor-κB
PCR: polymerase chain reaction
PDAC: pancreatic ductal adenocarcinoma
PSC: pancreatic stellate cell
TGF-β/SMAD: transforming growth factor β / small worm and mothers against decapentaplegic
PPARγ: peroxisome proliferator-activated receptor gamma
PTCH: Patched
PDGFRB: platelet-derived growth factor receptor beta
qPSC: quiescent pancreatic stellate cell
SHH: Sonic Hedgehog
SEM: standard error of the mean
SMO: Smoothened
snRNA-seq: single-nucleus RNA sequencing
RT-qPCR: quantitative real-time PCR
RNA-seq: RNA sequencing

# Supplementary material for: TGF-β1/SMAD3-mediated Non-canonical Hedgehog Signaling Promotes Pancreatic Stellate Cell Activation and Fibrosis in Chronic Pancreatitis
**Source:** Int J Biol Sci. 2025 Oct 27;21(15):6978–96. doi: 10.7150/ijbs.108149
**Supplement:** Supplementary file 1 — Supplementary figures and table.

## Supplemental information

### **TGF- $\beta$ 1/SMAD3-mediated Non-canonical Hedgehog Signaling Promotes Pancreatic Stellate Cell Activation and Fibrosis in Chronic Pancreatitis**

Linrui Peng<sup>1†</sup>, Yuchen Hu<sup>1†</sup>, Xiaoying Zhang<sup>2†</sup>, Chunlu Tan<sup>3</sup>, Chan Yang<sup>4</sup>, Tingting Liu<sup>2</sup>, Pawel E Ferdek<sup>5</sup>, Shufen Yin<sup>1</sup>, Liu Wang<sup>1</sup>, Wei Huang<sup>2,6\*</sup>, Yuwei Zhang<sup>1\*</sup>

† Equal contributors and co-first authors.

\* Corresponding authors: Yuwei Zhang, Department of Endocrinology and Metabolism, Center for Diabetes and Metabolism Research, West China Hospital, Sichuan University, Chengdu, China. E-mail: . Wei Huang, West China Centre of Excellence for Pancreatitis, Institute of Integrated Traditional Chinese and Western Medicine, West China-Liverpool Biomedical Research Centre, West China Hospital, Sichuan University, Chengdu, China. E-mail: .

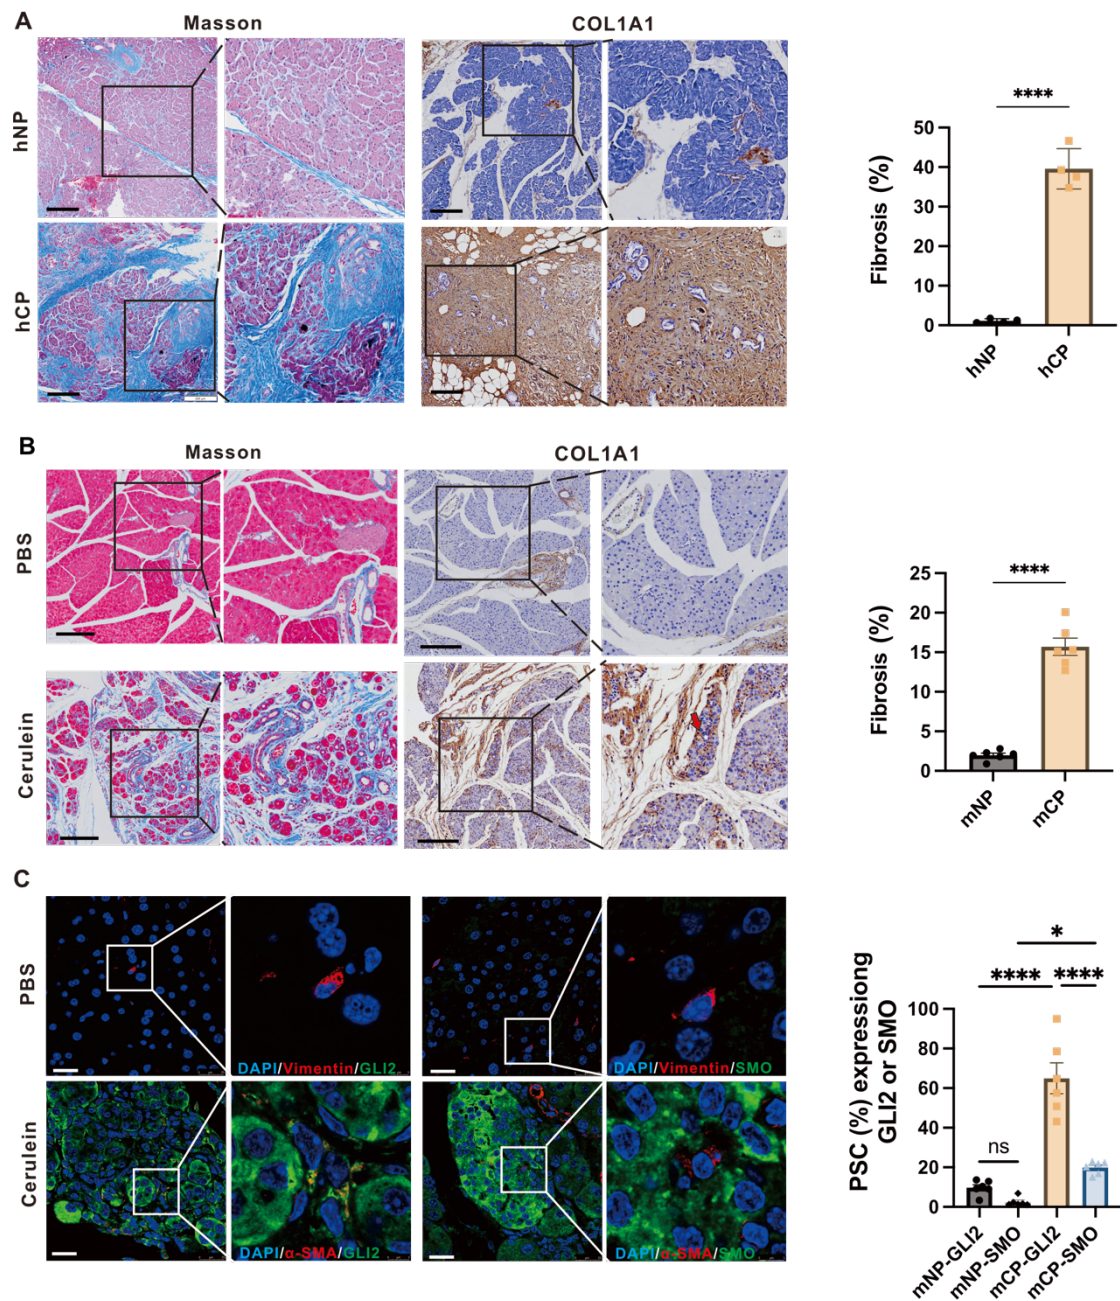

**Figure. S1. GLI2 in PSCs is a key component of Hh signaling in CP.** (A) Representative images of pancreatic sections stained with Masson's trichrome and Co1la1 in human normal pancreas tissue (hNP, n = 4) and CP pancreas tissue (hCP, n=4). Scale bar, 100  $\mu$ m. The fibrotic areas were quantified in Masson staining. (B) Representative images of pancreatic sections stained with Masson's trichrome and COL1A1 in mouse normal pancreatic tissue (mNP, n = 6) and CP pancreatic tissue (mCP, n = 6). Scale bar, 100  $\mu$ m. The fibrotic areas were quantified in Masson staining. (C) Representative dual immunofluorescent images for GLI2 (green) or SMO (green) in mouse normal pancreatic tissue (n = 6) and CP pancreatic tissue (n = 6). Nuclei were stained with DAPI (blue). Scale bar, 25  $\mu$ m. All data are represented as mean  $\pm$  SEM. \*p < 0.05, \*\*\*\*p < 0.0001. ns, not significant.

A

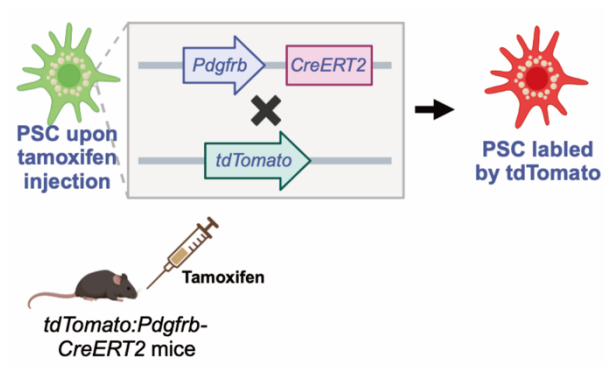

B

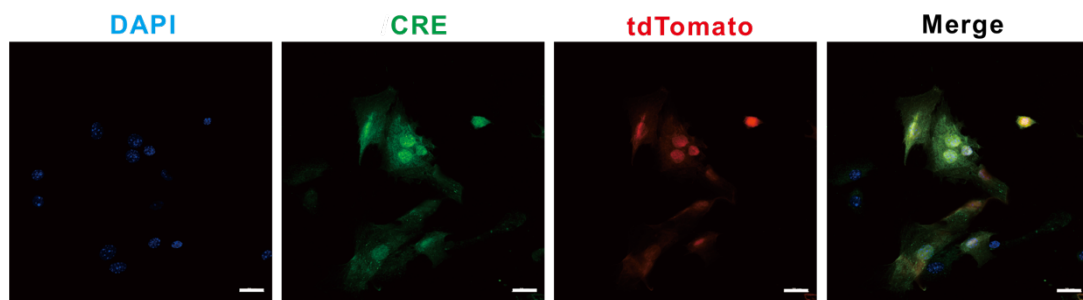

**Figure. S2. PSC-specific deletion of *Gli2* alleviates pancreatic fibrosis.** (A) Scheme for PSCs labeling with tdTomato. (B) Representative dual immunofluorescent images for CRE (green) and tdTomato (red) in *tdTomato:Pgfrb-CreERT2* mice derived PSCs. Scale bar, 20  $\mu$ m.

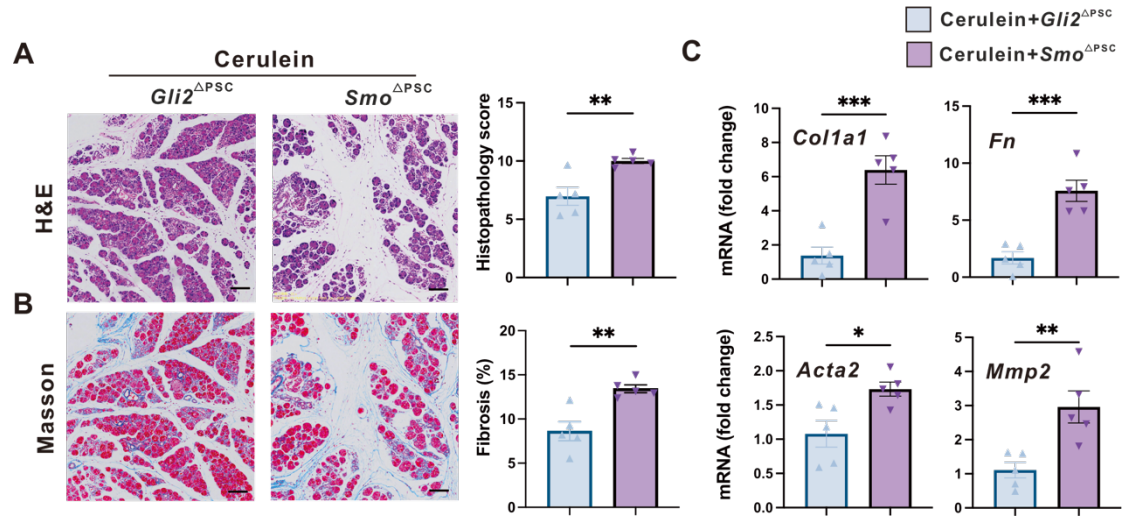

**Figure. S3. PSC-specific deletion of *Smo* has minimal impact on fibrosis and severity of CP due to unaffected GLI2 expression.** (A-B) Representative images of pancreatic sections stained with H&E (A), Masson's trichrome (B) in *Gli2*<sup>ΔPSC</sup> and *Smo*<sup>ΔPSC</sup> mice treated with PBS or cerulein. Scale bar, 100 μm. Histopathology scores and fibrotic areas were quantified. (C) Fibrotic markers expression levels in *Gli2*<sup>ΔPSC</sup> and *Smo*<sup>ΔPSC</sup> with PBS or cerulein. All data are represented as mean ± SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

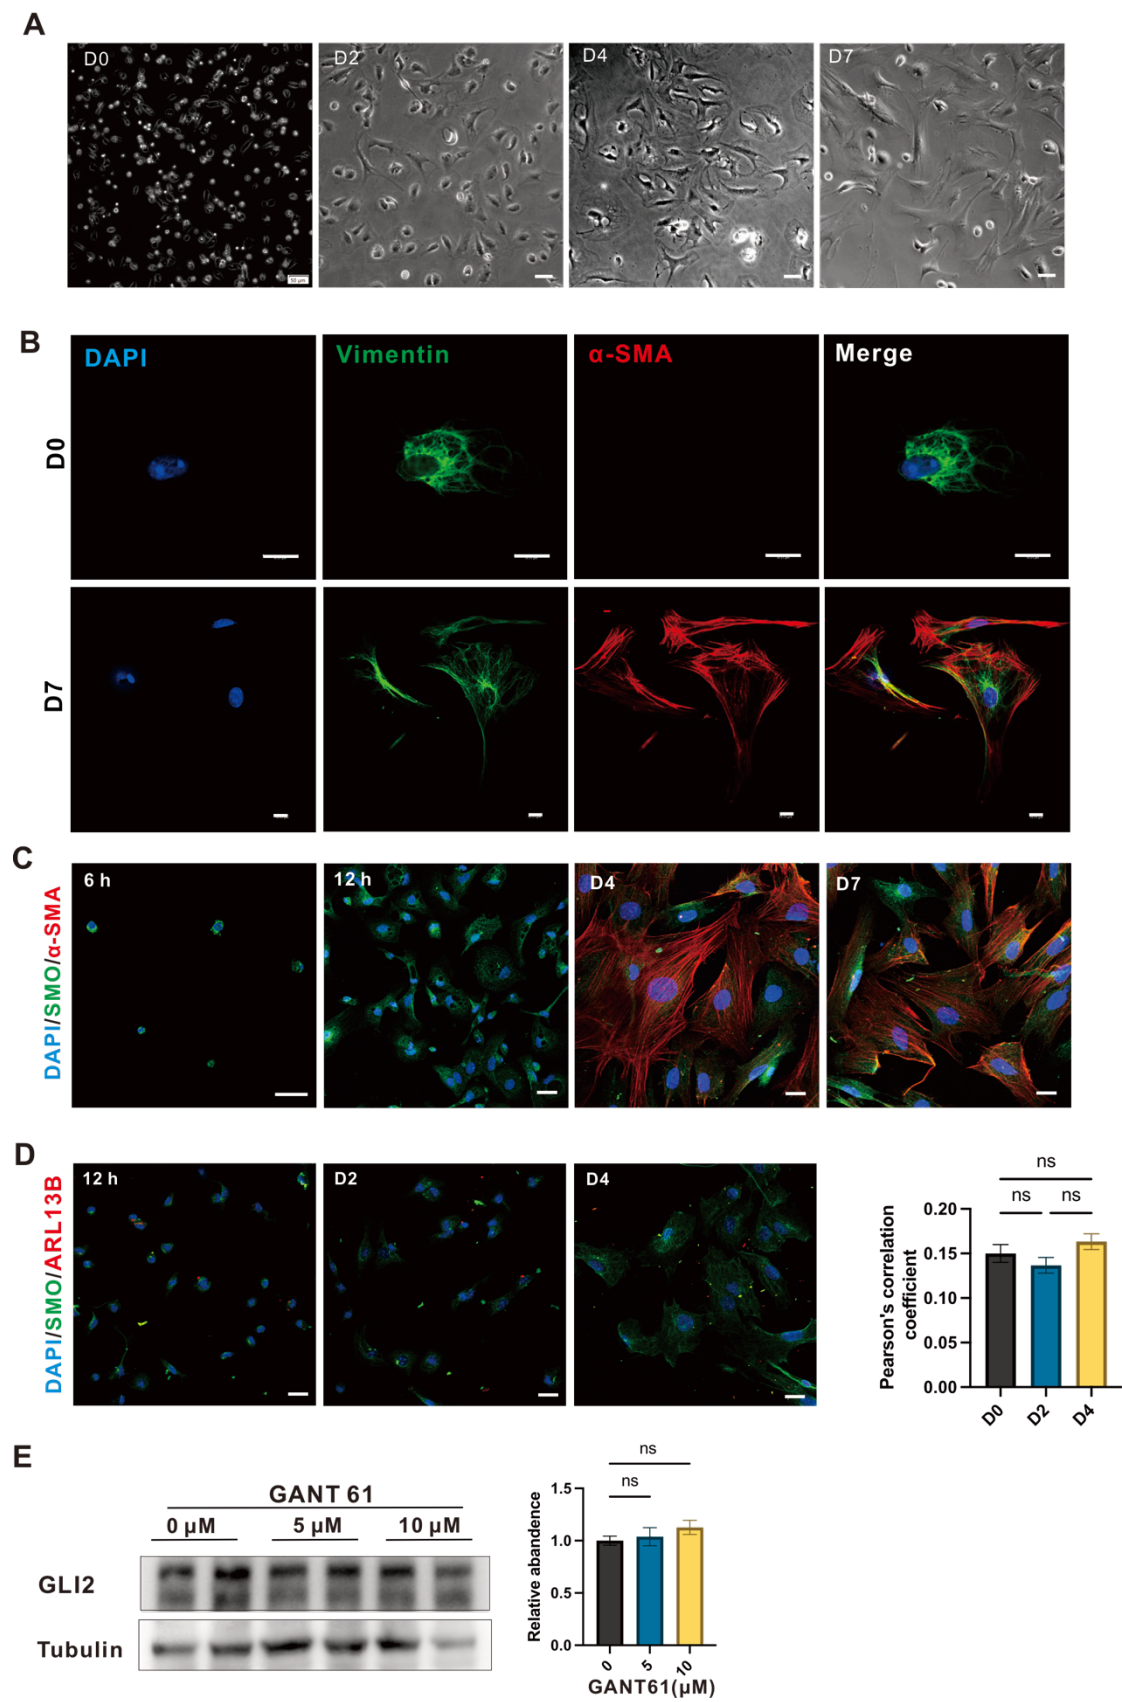

**Figure. S4. GLI2 is essential and active in the early stages of PSC activation.** (A) Morphological changes in culture-activated PSCs. Scale bar, 50  $\mu\text{m}$ . (B)

Representative dual immunofluorescent images for  $\alpha$ -SMA (red) and Vimentin (green) in D0 and D7 PSCs . Nuclei were stained with DAPI (blue). Scale bar, 25  $\mu$ m. (C) Representative dual immunofluorescent images for  $\alpha$ -SMA (red) and SMO (green) in primary PSCs over different culture periods. (D) Representative dual immunofluorescent images for ARL13B (red) and SMO (green) in primary PSCs over different culture periods. Scale bar, 20  $\mu$ m. Nuclei were stained with DAPI (blue). (E) Expression levels of GLI2 in primary PSCs treated with GANT61. All data are represented as mean  $\pm$  SEM. ns, not significant.

primary PSC treated with single or combined TGF- $\beta$ 1 and SIS3 treatment for 4 days (n = 4).  $\beta$ -actin was used to normalize protein levels. (B) mRNA levels of *Gli1*, *Smo*, *Ptch1*, and *Ptch2* in PSCs following 24-hour treatment with 10 ng/mL TGF- $\beta$ 1 (n = 3). (C) Representative immunofluorescence images showing expression levels of GLI1 (red), SMO (green), and PTCH2 (yellow) in PSCs treated with 10 ng/mL TGF- $\beta$ 1 for 72 hours. Nuclei were stained with DAPI (blue). Scale bar: 20  $\mu$ m. Fluorescence intensity of GLI1, PTCH2, and SMO was quantified (n = 4). All data are represented as mean  $\pm$  SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. ns, not significant.

Western blots for Figure 4

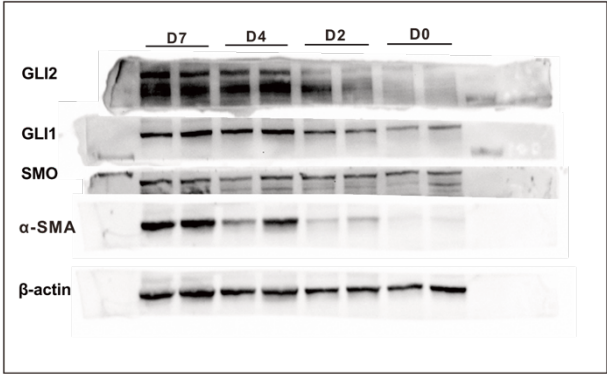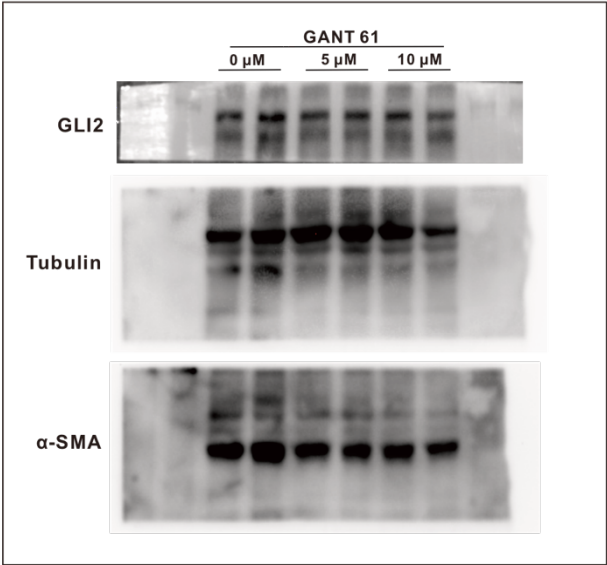

Western blots for Figure 6

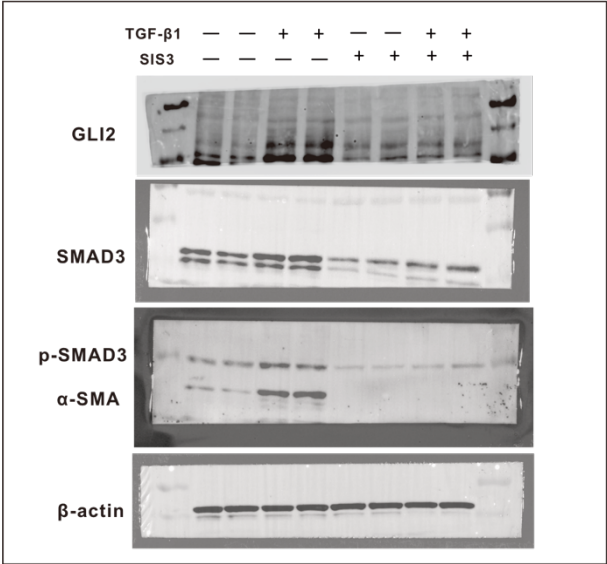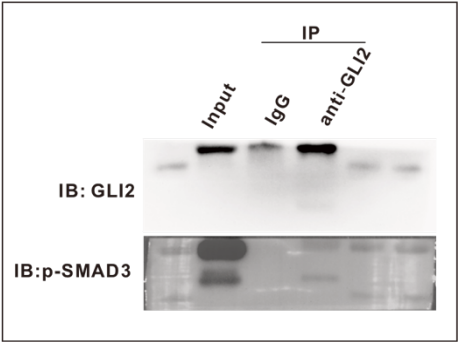

Data. S1. Western blots related to Figure 4 and Figure 6.

| Name      | 5'-3'                      | Name     | 5'-3'                   |
|-----------|----------------------------|----------|-------------------------|
| Smo_F     | GAGCGTAGCTTCCGGGACTA       | Ccl12_R  | ATCCAGTATGGTCCTGAAGATCA |
| Smo_R     | CTGGGCCGATTCTTGATCTCA      | Gbp5_F   | CAGACCTATTTGAACGCCAAAGA |
| Gli2-F    | CACCTGCATGCTAGAGGCAAA      | Gbp5_R   | TGCCTTGATTCTATCAGCCTCT  |
| Gli2-R    | AGAAGTCTCCATCTCAGAGGCTCATA | Gbp6_F   | GTTCCAGGAAGTAACAAAGGCT  |
| GAPDH_F   | TCCACTCATGGCAAATTCAA       | Gbp6_R   | ATCCCTAGTCTATTCCCAGTGAC |
| GAPDH_R   | TTTGATGTTAGTGGGGTCTCG      | Gbp9_F   | GGTCACCGGGAATAGACTGG    |
| β-actin_F | GACAGGATGCAGAAGGAGAT       | Gbp9_R   | GGGCCACACTTGTCATAGCA    |
| β-actin_R | TTGCTGATCCACATCTGCTG       | Ptafr_F  | TATACTGGGGGTGGTTGCCAA   |
| Acta2_F   | CAAGGGATTGGAATTGAGGA       | Ptafr_R  | GCAGGTCAGCCATAGTGAGATTC |
| Acta2_R   | TGGAAGAAAAATGGGCTTTG       | Il18_F   | CCTACTTCAGCATCCTCTACTGG |
| Fn_F      | CCTTACACGGTTTCCCATTA       | Il18_R   | AGGGTTTCTTGAGAAGGGGAC   |
| Fn_R      | TTGTCATGGCACCATTTAGA       | Il33_F   | TCCAACCTCCAAGATTTCCCCG  |
| Col1a1_F  | TAGGCCATTGTGTATGCAGC       | Il33_R   | CATGCAGTAGACATGGCAGAA   |
| Col1a1_R  | ACATGTTTCAGCTTTGTGGACC     | Tlr7_F   | ATGTGGACACGGAAGAGACAA   |
| Mmp2_F    | CAAGTTCCCCGGCGATGTC        | Tlr7_R   | GGTAAGGGTAAGATTGGTGGTG  |
| Mmp2_R    | TTCTGGTCAAGGTCACCTGTC      | Tlr8_F   | GAAAACATGCCCCCTCAGTCA   |
| Ptch1_F   | AAAGAACTGCGGCAAGTTTTTG     | Tlr8_R   | CGTCACAAGGATAGCTTCTGGAA |
| Ptch1_R   | CTTCTCCTATCTTCTGACGGGT     | Ccr5_F   | TTTTCAAGGGTCAGTTCCGAC   |
| Ptch2_F   | CTCCGCACCTCATATCCTAGC      | Ccr5_R   | GGAAGACCATCATGTTACCCAC  |
| Ptch2_R   | TCCCAGGAAGAGCACTTTGC       | Ticam2_F | CGATCAAGACGGCCATGAGTC   |
| Gli1_F    | CTCAAACCTGCCCAGCTTAACCC    | Ticam2_R | CTCGTCGGTGTTCATCTTCTGC  |
| Gli1_R    | TGCGGCTGACTGTGTAAGCAGA     | Dhx58_F  | GGAAGTGATCTTACCTGCTCTGG |
| ligp1_F   | CAGGACATCCGCCTTAACTGT      | Dhx58_R  | TTGCCTCTGTCTACCGTCTCT   |
| ligp1_R   | AGGAAGTAAGTACCCATTAGCCA    | Clec7a_F | GACTTCAGCACTCAAGACATCC  |
| Aim2_F    | GTCACCAGTTCCTCAGTTGTG      | Clec7a_R | TTGTGTGCGCCAAAATGCTAGG  |
| Aim2_R    | CACCTCCATTGTCCCTGTTTTAT    | Fcer1g_F | ATCTCAGCCGTGATCTTGTTCT  |
| Igtp_F    | CTCATCAGCCCGTGGTCTAAA      | Fcer1g_R | ACCATACAAAAACAGGACAGCAT |
| Igtp_R    | CACCGCCTTACCAATATCTTCAA    | Tyrobp_F | GAGTGACACTTTCCCAAGATGC  |
| Stat1_F   | TCACAGTGGTTCGAGCTTCAG      | Tyrobp_R | CCTTGACCTCGGGAGACCA     |
| Stat1_R   | GCAAACGAGACATCATAGGCA      | Card9_F  | CTCTGTGCAGGAGGGTAAGC    |
| Ifit1_F   | CTGAGATGTCACTTCACATGGAA    | Card9_R  | TCCGTAGGGAGAAGATGGTG    |
| Ifit1_R   | GTGCATCCCCAATGGGTCTCT      | Syk_F    | CTACCTGCTACGCCAGAGC     |
| Ifit3_F   | CCTGTGTACCACAAGGGAAC       | Syk_R    | GCCATTAAGTTCCCTCTCGATG  |
| Ifit3_R   | CTGGGGCCACACGAAAGAAA       | Pycard_F | CTTGTCAGGGGATGAACTCAAAA |
| Mrc1_F    | CTCTGTTTCAGCTATTGGACGC     | Pycard_R | GCCATACGACTCCAGATAGTAGC |
| Mrc1_R    | CGGAATTTCTGGGATTCAGCTTC    | Cd84_F   | ATATAGCTGGAGTCCCTTTGGAG |
| Irf8_F    | CGGGGCTGATCTGGGAAAAT       | Cd84_R   | AAAGAGCACGGCCAATCCTC    |

| Name    | 5'-3'                   | Name      | 5'-3'                   |
|---------|-------------------------|-----------|-------------------------|
| Irf8_R  | CACAGCGTAACCTCGTCTTC    | Trim14_F  | GTGCGTGTGCAGAAGCTAATC   |
| Ccl3_F  | TTCTCTGTACCATGACACTCTGC | Trim14_R  | CTGCGTAAACCTTGAGCCTTT   |
| Ccl3_R  | CGTGGAATCTTCCGGCTGTAG   | Trim30a_F | CTGTGAGTGCTGATTGTAACCA  |
| Ccl8_F  | TCTACGCAGTGCTTCTTTGCC   | Trim30a_R | ACTCGGCATACAGGGCAGT     |
| Ccl8_R  | AAGGGGGATCTTCAGCTTTAGTA | Prkcb_F   | GTGTCAAGTCTGCTGCTTTGT   |
| Ccl12_F | ATTTCCACACTTCTATGCCTCCT | Prkcb_R   | GTAGGACTGGAGTACGTGTGG   |
| Igtp2_R | CCTGGTCCAGTGAAGTTCAGC   | Igtp2_F   | CAGGAATGCACCAAGTACAAAGT |

Table. S1. 

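RT-qPCR amplifies a short stretch of cDNA between a forward and a reverse primer, and the pair decides which transcript is counted. The 44 primer pairs of the table, as its text reads, were matched without mismatches to the transcripts of GENCODE M21 (GRCm38). For 32 pairs, both primers matched a transcript of the gene named in the table. The *Gli2* pair spans exons 1 to 2 of a transcript with 14 exons, between 119002164 and 119053336 on chromosome 1, and gives a product of 78 bp. The *Smo* pair spans exons 8 to 9 of 12 and gives a product of 101 bp, and the *Ptch1* pair spans exons 2 to 3 of 24 and gives a product of 164 bp. The β-actin pair matched *Actb*, *Actg1* and *Acta2* transcripts as well as processed pseudogenes, with products of 146 bp. For 3 pairs, only transcripts of another gene were matched. These were the GAPDH pair, which matched the processed pseudogenes *Gm2574* and *Gm5138*, the pair listed as *Il18*, which matched *Il18bp*, and the pair listed as *Igtp2*, which matched *Itgb2*. *Itgb2* is a gene of Figure 7G and has no other pair in the table, so *Igtp2* may be a misprint of its name. For 9 pairs no transcript matched both primers as the text reads, which could reflect errors in the extracted text or in the table.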

Primers used for gene amplification. Related to Figure 2,3,4 and Figure 5.

How the deposited data were processed for this re-analysis (not part of the article)

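The RNA-seq counts of primary PSCs from *Gli2* △PSC and *Gli2* fl/fl mice, cultured for 4 days, were analyzed, with 3 libraries per group. The condition and replicate number of each library were taken from the sample labels and the paper. The paper's other experiments (RT-qPCR, immunofluorescence, snRNA-seq and microarray data) were not analyzed here. To make the counts, the authors removed low-quality and adaptor-containing reads with Trimmomatic, collapsed reads with the same 8-base unique molecular identifier into consensus sequences, aligned them with STAR and counted reads per gene with featureCounts, and they deposited the raw counts per gene. The strand setting, the annotation release and the software versions are not named in the paper's text. The authors' table also gives the exon length of each gene. Collapsing by identifier removes most PCR copies, so that the counts are closer to molecules than to reads.

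From these counts, genes were filtered with filterByExpr (minimum count of 10 in a group of 3, minimum total count of 15), which left 17871 of 56791 genes, and scaled with TMM in edgeR 4.0.16 under R 4.3.3. The TMM factors were 0.960 to 0.981 in the libraries labelled *Gli2* △PSC and 1.03 to 1.04 in those labelled *Gli2* fl/fl. Groups were compared with glmQLFit and glmQLFTest without covariates, with Benjamini-Hochberg adjustment over the tested genes. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. A gene was called at p below 0.05 and a fold change of 2 or more. Named genes were also tested with an exact permutation test on log2 of CPM plus 0.5 over the 20 arrangements of the labels, which cannot give a p below 0.10. Sets of genes were listed by symbol and tested with Fisher's exact test against the other tested genes, with adjustment over 6 sets, and with camera in limma 3.58.1. Fisher's exact test takes the genes of a set as independent, so its p does not measure the spread between libraries. DESeq2 1.42.0 was used as an alternative. Figures and annotation were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

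The genes named in the text are those named in the paper's text or in Figure 7B, C and E-H, the Hh pathway genes, listed cell type markers, and the 5 largest rises and 5 largest falls among genes with an adjusted p below 0.05, a mean of at least 1 CPM and no overlap between the groups. Genes named outside this rule are marked as such. The designs, the alternatives and this rule were set before the data were examined. The alternatives were the edgeR likelihood ratio and exact tests, DESeq2, RLE scaling, library size only, other filters on low counts, other thresholds, camera, the replicate number as a block, and leaving out each library in turn. DESeq2 was run on the genes left by the same filter. The libraries of both groups carry the numbers 1 to 3, which come from the sample labels, and the paper does not describe the mice as paired.

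Totals ranged from 27670321 to 40071498 counts per library, with a median of 34684899 labelled *Gli2* △PSC and 31656187 labelled *Gli2* fl/fl. The smallest level that the depth can show was set at 3 counts, or 0.0774 to 0.105 CPM. This floor covers counting error only. The common dispersion of edgeR was 0.00747, a biological coefficient of variation of 8.64% between libraries of a group. The tests were checked on simulated counts with the means and library sizes of the real libraries and 200 genes changed by known factors. Each change was larger than the fold change of 2 used for calling, and all genes shared the common dispersion. High recovery was therefore largely set by these choices. Smaller changes, and genes that vary more between libraries, were not covered. Of the 196 changed genes that were tested there among 17634 genes, 99.5% were called and 11 unchanged genes were called with them. With an adjusted p below 0.05 these numbers were 98.5% and 2. Gene positions are from GENCODE M21 (GRCm38), because the positions in the table are shifted from that annotation. For *Gli2* the table gives 118761862 to 118981349. GO annotation was not used, and splicing was not analyzed. Some genes are not reported here.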

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

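All tests in this part except the comparison of the leukocyte and macrophage markers with the immune-response genes were chosen after the values of the marker lists were seen. Of the lists of cell type markers, which were written by symbol beforehand, 3, which the paper does not report on, changed by a median of more than 1 on the log2 scale with an adjusted p below 0.05 from camera. As *Gli2* mRNA was not lower in the libraries labelled *Gli2* △PSC, all directions follow the labels alone.

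Leukocyte and macrophage markers were lower in the libraries labelled *Gli2* △PSC. The 9 tested leukocyte markers had a median log2 fold change of -2.44 (camera, adjusted p = 2.0e-09), and the 12 macrophage markers one of -2.37 (camera, adjusted p = 1.9e-17). All 21 were lower, each with an adjusted p below 0.05 in edgeR. *Ptprc* was at 20.2 ± 4.94 CPM (SD, n = 3) against 110 ± 6.66 CPM (SD, n = 3), and *Lyz2* at 175 ± 23.5 against 804 ± 42.8 CPM (SD, n = 3). Of the 4 splits of the libraries that part every same-numbered pair, 1, the real one, gave a median as large for the leukocyte markers, and 1 for the macrophage markers. With 4 splits, a share below 0.05 cannot be reached, and the medians in the 9 other splits were at most 0.77 and 0.83 in size. Each of these 9 mixes libraries of both groups and holds only part of the real difference, so smaller medians there do not argue against chance. The medians stayed between -2.65 and -2.15 for leukocytes and between -2.63 and -2.17 for macrophages under the 14 alternatives. If the cultures labelled *Gli2* △PSC held fewer leukocytes, the markers would fall by about as much as the immune-response genes of Figure 7E-G. The median over both marker lists was -2.43, within 1 of the -2.28 of those 27 genes, so the lower immune-response genes may reflect fewer leukocytes among the cultured cells. A lower expression of these genes within PSCs was not separated from this explanation, since the counts are of whole cultures.

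Proliferation markers were higher in the libraries labelled *Gli2* △PSC. The 8 markers had a median log2 fold change of 1.69 (camera, adjusted p = 4.3e-15), and all 8 passed a fold change of 2. *Mki67* was at 944 ± 86.2 CPM (SD, n = 3) against 374 ± 43.8 CPM (SD, n = 3), and *Top2a* at 751 ± 81.8 against 269 ± 28.0 CPM (SD, n = 3). The median stayed between 1.60 and 1.81 under the 14 alternatives. Of the 4 splits that part every same-numbered pair, 1, the real one, gave a median as large. A loss of leukocyte RNA raises the share of all other genes, but the median of the proliferation markers lay 2.21 above that of the stellate cell and fibroblast markers, more than the 0.5 set as the limit. That list is a weak reference, since its own median was -0.52, but the median of all tested genes was -0.01 with TMM, which removes most of a common shift, and -0.10 with library size only, so a common rise of the other genes was not seen. A faster division of the cells labelled *Gli2* △PSC is a candidate explanation. A count of 4 splits cannot exclude a chance difference at 0.05 whatever its outcome. The medians of the 9 other splits were at most 0.65 in size, but each mixes libraries of both groups. Such a split holds only part of the real difference, so its smaller median does not argue against chance.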

How the results depend on the processing

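The number of lower genes was within 1.5 times of 1680 and that of higher genes within 1.5 times of 1107 under every alternative that kept a fold change of 2. At a fold change of 4 and p below 0.01, 506 genes were lower and 151 higher. With each library left out in turn, 1646 to 1914 genes were lower and 1079 to 1266 higher. Library size only gave 1911 lower and 919 higher genes, or 67.5% lower against 60.3% with TMM, and it shifted the log2 fold changes by a median of -0.09. Every one of these 919 higher genes was also called with TMM, and all 1680 genes lower with TMM were called with library size only.

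The log2 fold change of *Pparg* stayed between 0.75 and 1.01 and that of *Col1a2* between -0.48 and -0.30, with an adjusted p below 0.05 under all 14 alternatives. *Gli2* was higher in the libraries labelled *Gli2* △PSC under all 14, but with an adjusted p above 0.05 with library size only (log2 fold change 0.39, adjusted p = 0.059) and in 3 of the 6 fits that each left out one library, which gave 0.39 to 0.64. The adjusted p of *Gli2* ranged from 0.010 to 0.11 over the alternatives. *Dgat2* lost its adjusted p below 0.05 with DESeq2 (log2 fold change 0.71, adjusted p = 0.054), with library size only (log2 fold change 0.61, adjusted p = 0.056) and in 4 of the fits that left out one library, which gave log2 fold changes of 0.60 to 0.85, and its adjusted p ranged from 0.011 to 0.10. *Col1a1* changed sign with library size only (-0.0354, adjusted p = 0.60). It ranged from 0.00483 to 0.11 when one library was left out, and without replicate 3 labelled *Gli2* △PSC it was higher with an adjusted p of 0.048. Its adjusted p ranged from 0.048 to 0.94 in edgeR and DESeq2.

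Interferon-inducible genes were over-represented among lower genes under all 17 alternatives. The median log2 fold change of the chemokines, -0.92, ranged from -1.01 to -0.25 over 14 alternatives. Other ECM genes (odds ratio 2.54) and chemokines (5.45) were no longer past an adjusted p of 0.05 at a fold change of 4 and p below 0.01. The collagens passed it with no filter on low counts (3.28), and with one library left out their odds ratio ranged from 1.89 to 2.80. With camera, the smooth muscle genes, with a median log2 fold change of 1.67, were higher with an adjusted p of 2.3e-26. The odds ratio of the lipid storage genes among higher genes was 0.70 with at least 10 counts in every library and did not pass an adjusted p of 0.05 under any alternative. Camera, which tests all genes of the set and not the calls, gave the lower direction (median log2 fold change -0.0376, adjusted p = 0.083). With camera on other filters, the lower direction passed an adjusted p of 0.05 with no filter on low counts and with at least 10 counts in every library, with a smallest adjusted p of 0.041 over the alternatives. With one library left out, the median ranged from -0.0737 to 0.0127, and it was above 0 without replicate 1 labelled *Gli2* △PSC and without replicate 3 labelled *Gli2* fl/fl. Where a result changed, the cause was not tested. Of the 90 other results, 82 were the same under every alternative. Over all their alternatives, 19 values were weaker, 8 stronger and 2, both of the lipid storage median, of the other sign. A first run of the alternatives also held genes picked by hand outside the rule for named genes. These were dropped and are not in this tally. Of them, *Fn1* and *Postn* had changed sign with library size only.

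With the replicate number as a block, 1676 genes were lower and 1091 higher, 1658 and 1080 of them the same genes as without the block, and *Gli2* had a log2 fold change of 0.48 (adjusted p = 0.030 in edgeR). The libraries come from different mice, and the deviations of same-numbered libraries from their group means had correlations of -0.09, 0.02 and -0.07 across genes, so the numbers do not pair the libraries. Depth limited the results for *Gli1* and *Hhip*, and for the genes in which one group had at most 3 counts per library.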

Differences from the paper's values

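The paper's numbers of DEGs are 1380 lower and 860 higher genes, and 1680 and 1107 were found here. Both pairs are within 1.5 times of each other. No alternative set before the data were examined gave the paper's numbers. With at least 10 counts in every library the numbers were 1243 and 809, below the paper's, and with the edgeR exact test 1693 and 1122, above them.

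The paper states that *Col1a1* was lower in PSCs of *Gli2* △PSC mice. Here its log2 fold change was 0.05 (adjusted p = 0.43 in edgeR). It was negative only with library size only in place of TMM, at -0.04 (adjusted p = 0.60), and no alternative gave a lower *Col1a1* with an adjusted p below 0.05. The paper lists smooth muscle contraction among the processes of its lower genes (Figure 7D). None of 18 tested smooth muscle genes was among the lower genes here or under any of the alternatives that call genes, and 13 were among the higher genes, with a median log2 fold change of 1.67 over the 18. The paper's GO terms were not available as gene lists here, and the set was listed by symbol. The paper also lists a collagen term among the processes of its lower genes. The over-representation of the collagens did not pass an adjusted p of 0.05 here (odds ratio 2.33, Fisher's exact test, adjusted p = 0.11), which does not show its absence. It passed with no filter on low counts (3.28, adjusted p = 0.0091) and without replicate 1 labelled *Gli2* fl/fl (2.80, adjusted p = 0.016). Camera gave the lower direction for the collagens (median log2 fold change -0.33, adjusted p = 0.074). In 5 of 14 alternatives the camera result was stronger, with a smallest adjusted p of 0.014.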

Other observations

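The tests on *Gli2*, on the smooth muscle genes, on GC content, on bins of the genes and on library size only, the medians without shared genes, and the splits for the 6 sets, were chosen after the results they explain were seen, and the others before.

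*Gli2* mRNA was higher, with a log2 fold change of 0.48, in the libraries labelled *Gli2* △PSC. Transcripts that keep all but the deleted exons could explain why the count of the whole gene was not lower, but a loss of exons by itself does not raise it, and the counts, which do not separate exons, cannot test this. An exchange of the labels of the groups would place the higher *Gli2* under the label *Gli2* △PSC. It would do so for genes downstream of GLI2 as well, and *Ptch1* was higher by 0.63 on the log2 scale, as it would be under exchanged labels but also if *Gli2* activity were raised for another reason. The paper reports reduced GLI2 and α-SMA staining in PSCs of *Gli2* △PSC mice (Figure 2B), protein measurements that were not analyzed here. *Acta2* mRNA was higher under this label, opposite to the α-SMA staining, as it would be under exchanged labels. Staining and mRNA are different measures, so this does not decide the question. An exchange of labels could not be ruled out, and each direction in these counts rests on the labels.

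*Acta2*, the gene of the activation marker α-SMA, and the other smooth muscle genes were higher in the libraries labelled *Gli2* △PSC, while the paper reports lower α-SMA staining in PSCs of *Gli2* △PSC mice (Figure 2B), a measurement not analyzed here. The median of the smooth muscle genes lay 2.19 above that of the stellate cell and fibroblast markers, or 2.28 without *Des*, which is in both lists, over the limit of 0.5 set for a loss of leukocyte RNA that raises the share of all other genes. These markers are a weak reference, since they moved themselves, but the median of all tested genes was -0.01 with TMM, which removes most of a common shift, and -0.10 with library size only, so a common rise was not seen. Of the 4 splits that part every same-numbered pair, 1, the real one, gave a median as large. A higher contractile program in the cultures labelled *Gli2* △PSC is a hypothesis. A count of 4 splits cannot exclude chance at 0.05 whatever its outcome. The medians of the 9 other splits of the libraries were at most 0.62 in size, against 1.67. Each of these mixes libraries of both groups and holds only part of the real difference, so a smaller median does not argue against chance.

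The stellate cell and fibroblast markers moved in both directions, with 3 higher and 5 lower at an adjusted p below 0.05 in edgeR. *Des* was higher by 1.65 and *Vim* by 0.51 on the log2 scale, while *Pdgfrb* and *Dcn* had log2 fold changes of -0.59 and -1.75. Lower collagen genes could come from fewer stellate cells or fibroblasts, for which the median of the markers had to lie within 0.5 of that of the collagens. It did, at -0.52 against -0.33, and at -0.59 against -0.31 without *Col6a1*, which is in both lists. The rule that markers changing in both directions give no answer was added after these values were seen, and by it this explanation is neither ruled out nor established.

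More genes were lower than higher among the DEGs. Gene length had a Spearman correlation of -0.0603 with the log2 fold change across tested genes, which are not independent replicates, and GC content, known for 94.6% of them, one of 0.0016. When the libraries were thinned to the 27670321 counts of the smallest, 59.9% of the calls were lower. Within 3 equal bins of the tested genes from short to long, 55.7%, 62.3% and 64.1% of the calls were lower, and within 3 bins of GC content from low to high, 60.1%, 60.8% and 59.2%. The excess was present in every bin, so none of these properties alone accounts for it, but it was larger in longer genes, and gene length may contribute. With library size only, 67.5% of the calls were lower, but this scaling shifts all genes toward lower values and so does not test whether TMM made the excess. With RLE scaling, 59.1% were lower. Of the 10 splits of the 6 libraries, 4 part every same-numbered pair, and of these 1, the real one, gave as many lower genes, 1 as many higher genes, and 1 as small a Fisher's exact p for each of the 6 sets. The other 3 of the 4 gave 26 to 72 calls in all, against 2787. The remaining 6 splits part 1 same-numbered pair and keep the other pairs together, and they gave 20 to 48 calls. With so few splits a share below 0.05 cannot be reached, whatever the outcome. With an adjusted p below 0.05, the real split gave 2719 calls and each of the 9 others 0. Each of these 9 mixes libraries of both groups, which lowers its calls whatever made the groups differ. For the collagens, 2 of the 6 splits that part 1 pair gave a smaller Fisher's exact p than the real split, 0.020 and 0.055 against 0.076. Those splits made only 20 and 48 calls. For them the smaller p of both directions was taken, against the lower direction alone for the real split. The comparison therefore does not tell whether the collagen result could be chance.

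The markers of sex matched male mice in all 6 libraries. *Ddx3y* was at 107 ± 7.43 CPM (SD, n = 3) labelled *Gli2* △PSC and 118 ± 6.51 CPM (SD, n = 3) labelled *Gli2* fl/fl, and *Xist* had 0 to 6 counts per library.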
